# Low concentrations of saracatinib promote definitive endoderm differentiation through inhibition of FAK-YAP signaling axis

**DOI:** 10.1186/s12964-024-01679-7

**Published:** 2024-05-30

**Authors:** Ruiyang Ma, Huanjing Bi, Ying Wang, Jingwen Wang, Jiangwei Zhang, Xiaoyang Yu, Zuhan Chen, Jiale Wang, Cuinan Lu, Jin Zheng, Yang Li, Xiaoming Ding

**Keywords:** Definitive endoderm, Focal adhesion kinase, Human pluripotent stem cells, Saracatinib, Yes-associated protein

## Abstract

**Abstract:**

Optimizing the efficiency of definitive endoderm (DE) differentiation is necessary for the generation of diverse organ-like structures. In this study, we used the small molecule inhibitor saracatinib (SAR) to enhance DE differentiation of human embryonic stem cells and induced pluripotent stem cells. SAR significantly improved DE differentiation efficiency at low concentrations. The interaction between SAR and Focal Adhesion Kinase (FAK) was explored through RNA-seq and molecular docking simulations, which further supported the inhibition of DE differentiation by p-FAK overexpression in SAR-treated cells. In addition, we found that SAR inhibited the nuclear translocation of Yes-associated protein (YAP), a downstream effector of FAK, which promoted DE differentiation. Moreover, the addition of SAR enabled a significant reduction in activin A (AA) from 50 to 10 ng/mL without compromising DE differentiation efficiency. For induction of the pancreatic lineage, 10 ng/ml AA combined with SAR at the DE differentiation stage yielded a comparative number of PDX1^+^/NKX6.1^+^ pancreatic progenitor cells to those obtained by 50 ng/ml AA treatment. Our study highlights SAR as a potential modulator that facilitates the cost-effective generation of DE cells and provides insight into the orchestration of cell fate determination.

**Graphical Abstract:**

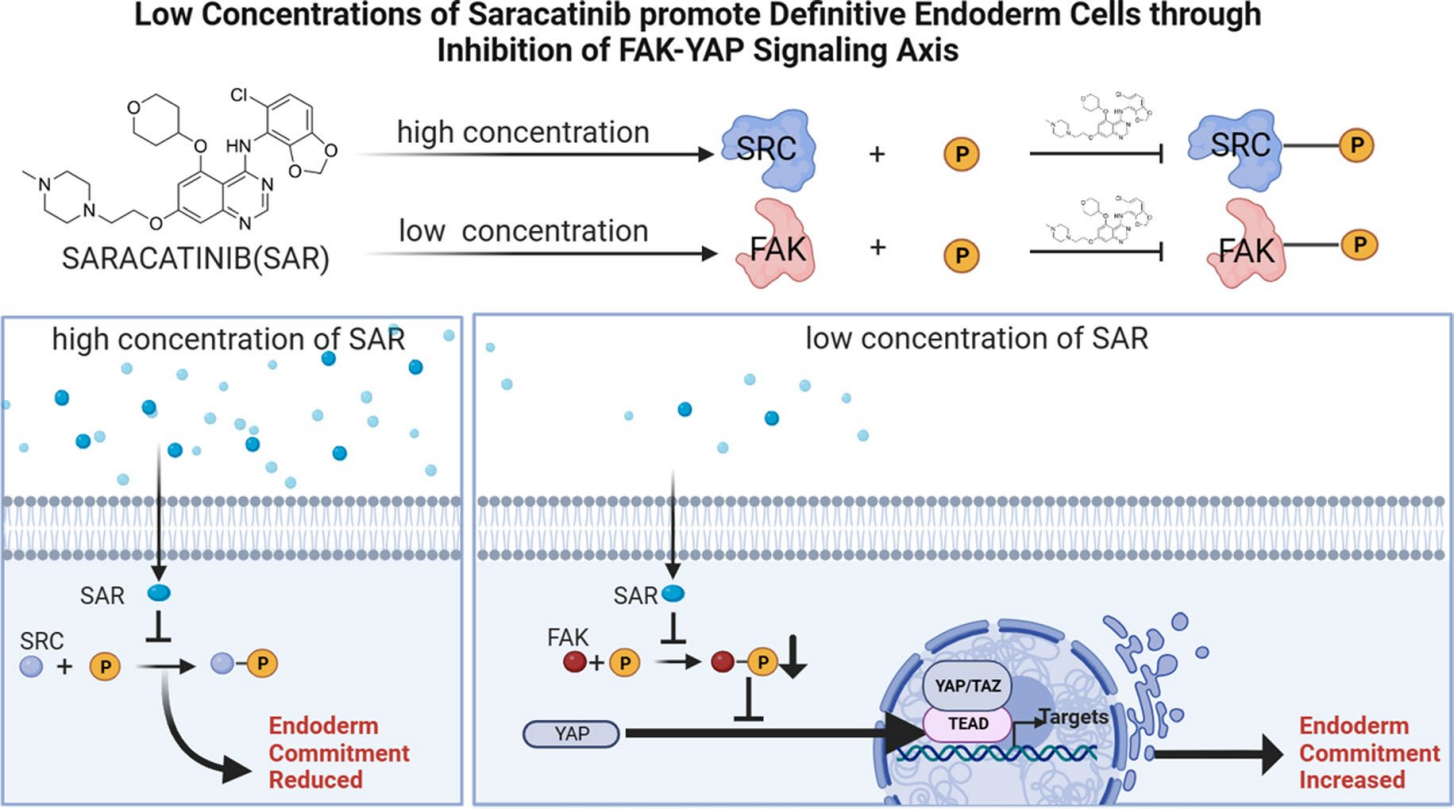

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-024-01679-7.

## Introduction

Pluripotent stem cells (PSCs), including embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs) [1], have the potential to differentiate into all three embryonic germ layers: ectoderm, mesoderm, and definitive endoderm (DE). DE gives rise to the epithelial lining of the respiratory and digestive tracts as well as the thyroid, thymus, lungs, liver, and pancreas [2]. Thus, they have significant clinical value for regenerative medicine and drug development [3]. For example, the development of pancreatic organoids holds promise for the treatment of diabetes through pancreatic transplantation [4, 5]; however, there is significant potential for further improving the extent and efficiency of the DE differentiation process. Currently, the DE differentiation protocol primarily involves activin A (AA) and CHIR-99,021 [6]. AA is the most important and principal inducer of endodermal differentiation and is associated with the TGF-β pathway, which induces the expression of endodermal genes [2, 7]. Because of the high cost, large consumption, and challenges for protein stability associated with AA, the differentiation protocol is not economically viable, although attempts have been made to replace AA with small molecules [8]. Nevertheless, a recent study demonstrated that a high dose of AA (100 ng/ml) causes higher cell death during endoderm differentiation [9].

Saracatinib (SAR) is an orally available 5-, 7-substituted anilinoquinazoline compound that is known for its anti-invasive and antitumor properties [10]. Functioning as a dual-specific small molecule inhibitor, SAR targets the Src and Abl kinases by specifically interacting with the tyrosine kinase domain to inhibit their activity. SAR interacts with the ATP-binding site through a mechanism that is similar to ATP-competitive Src kinase inhibitors [11]. As a result, SAR significantly influences a variety of cellular functions, including motility, migration, adhesion, invasion, proliferation, differentiation, and survival [12]. Because of the high similarity among tyrosine kinase domains, the potential for off-target effects exists. Therefore, as a member of the nonreceptor tyrosine kinase family, targeting Src with the SAR inhibitor may result in off-target effects [13].

Focal adhesion kinase (FAK), like Src, is a nonreceptor tyrosine kinase and is associated with various processes, including the epithelial–mesenchymal transition (EMT) [14], differentiation, and tumor cell proliferation [15, 16]. FAK is a widely expressed cytoplasmic protein-tyrosine kinase that is activated by integrin ligation and clustering, growth factor stimulation, and G-protein-linked receptor activation [17–20]. The kinase domain of nonreceptor tyrosine kinases is highly homologous to the kinase domain of FAK and Src, which is the basis for our hypothesis that SAR exhibits off-target effects [21–23]. Yes-associated protein (YAP) is an important component of the Hippo signaling pathway [24]. It plays a central role in regulating organ size, cell proliferation, stem cell activity, and tumor development [25–27]. The cellular localization of YAP regulates its activity. Cytoplasmic YAP is recruited to the disruption complex, ubiquitinated, and degraded [28], whereas nuclear YAP induces gene transcription in association with the TEA domain transcription factor (TEAD) [29, 30]. FAK activation increases the nuclear localization of YAP, which in turn, triggers a cascade of downstream transcription factors regulated by YAP. FAK inhibitors can prevent the accumulation of YAP in the nucleus [31]. Currently, there is little data regarding the role of the FAK–YAP signaling axis in DE differentiation.

In this study, we examined the role of SAR in promoting the differentiation of ESCs and iPSCs into DE cells. The results represent the first demonstration that low concentrations of SAR promote DE differentiation. We also elucidated the mechanism underlying this differentiation-promoting effect. Using RNA-seq, we discovered that SAR directly interacts with FAK and inhibits its activity by phosphorylating the Y397 site of FAK. Deactivated FAK further suppresses the nuclear translocation of YAP to promote the differentiation of PSCs into DE.

## Materials and methods

### Cell culture and differentiation

Human hESC lines H1 and H9 were purchased from the WiCell Research Institute. The human fibroblast-derived iPSC line K0 was a kind gift from Dr. Xiong Guo [32]. The human pancreatic islet-derived iPSC line HECi001-A was a gift from HEC Pharm Co., Ltd [33]. These stem cells were maintained in PGM1 medium (Cellapy, CA1014500, Beijing, China) on Matrigel-coated cell culture plates at 37 °C in a 5% CO_2_ atmosphere. DE differentiation was performed as previously reported with slight modifications [34]. Briefly, the cells were dissociated using Accutase (StemCell Technologies, Vancouver, Canada) and seeded at a density of 1 × 10^6^ cells per well on Matrigel-coated 6-well plates. The differentiation medium was DMEM medium (BasalMedia, CAT#L110KJ, Shanghai, China) supplemented with B27 (BasalMedia, S440J7), Glutamax (BasalMedia, Cat# S240JV), 50 ng/mL AA (SinoBiological, Cat# 10,429-HNAH, Beijing, China), and 2.5 µM CHIR99021 (Meilunbio, Cat# MB5683, Dalian, China) and the cells were incubated for 24 h. Subsequently, CHIR99021 was removed from the medium for the following two days. Pancreatic progenitor cell differentiation was performed using a stepwise protocol containing 4 stages as previously described [35]. At Stage 2 (day 4–5), the media consisted of DMEM supplemented with 1 mg/mL BSA, ITS (BasalMedia, S450J7), Glutamax, 0.25 mM Vitamin C (Sigma-Aldrich, A4544, St. Louis, Missouri, USA), and 50 ng/mL keratinocyte growth factor (KGF) (SinoBiological, Cat: 10,210-H07E). At Stage 3 (day 6–7), the cells were cultured in DMEM supplemented with 1 mg/mL BSA, ITS, Glutamax, 50 ng/mL KGF, 0.25 mM Vitamin C, 2 µM retinoic acid (RA, Sigma-Aldrich, R2625), 0.2µM TPPB (TargetMol, T17148, Boston, Massachusetts, USA), 200 nM LDN193189 (MCE, HY-12,071, NJ, USA), and 0.25 µM Sant1 (Targetmol, Cat T2450). At Stage 4 (day 8–12), the differentiation media contained DMEM medium, 1 mg/mL BSA, ITS, Glutamax, 50 ng/mL KGF, 0.25 mM Vitamin C, 100 nM RA, 0.2 µM TPPB, 0.25 µM Sant1, and 200 nM LDN193189. The small molecules used in this study included SAR (TargetMol, T6078) and VP (TargetMol, T3112). All the differentiation medium was changed on a daily basis.

### Western blot analysis

Cell extracts were prepared using RIPA Lysis Buffer (Beyotime, cat# P0013B, Shanghai, China) supplemented with ProtLytic Protease and Phosphatase Inhibitor Cocktail (New Cell Molecular Biotech). Nuclear proteins were extracted using the Nuclear and Cytoplasmic Protein Extraction Kit (Beyotime, cat# P0027). Protein concentration was measured using a BCA Protein Assay Kit (CWBIO, CAT#CW0014, Taizhou, China). Protein samples (10 µg) were loaded and separated by electrophoresis on 10% SDS-polyacrylamide gels and subsequently transferred to polyvinylidene difluoride membranes (Bio-Rad, Hercules, California USA). The membranes were incubated overnight at 4 °C with primary antibodies, including anti-phospho-Src-Y419 antibody (Abclonal, cat# AP1027, 1:1,000, Wuhan, China), anti-Src antibody (Abclonal, cat# A19119, 1:1,000), anti-phospho-FAK-Y397 antibody (Abclonal, cat# AP1447, 1:1,000), anti-FAK antibody (Abclonal, cat# A11131, 1:1,000), anti-FOXA2 antibody (Abclonal, cat# A19053, 1:1,000), anti-SOX17 antibody(Abclonal, cat# A18858, 1:1,000), anti-DYKDDDDK Tag antibody (CST, cat# 14,793, 1:4,000, Danvers, Massachusetts, USA), anti-phospho-FAK-Y925 antibody (Abclonal, cat# AP1098, 1:1,000), anti-phospho-FAK-Y576/577 antibody (Abclonal, cat# AP0536, 1:1,000), and anti-YAP1 antibody (Abclonal, cat# A19134, 1:1,000). Next, the membranes were washed and incubated with HRP-conjugated goat anti-rabbit IgG heavy chain (Abclonal, cat# AS063, 1:5,000) or HRP-conjugated goat anti-mouse IgG heavy chain (Abclonal, cat# AS064, 1:5,000) at room temperature for 1 h. For normalization, GAPDH antibodies (Abclonal, cat# AC002, 1:5,000) were used as an internal reference for total cellular protein, and Lamin B1 (Abclonal, cat# A11495, 1:2000) was used as the internal reference for nuclear proteins. Signal detection was done using an enhanced chemiluminescence western blotting detection kit (Bio-Rad, 1,705,061). The optical density of each band was quantified using ImageJ software.

### RNA preparation and qPCR

Total RNA was isolated using the SteadyPure Universal RNA Extraction Kit (ACCURATE BIOLOGY, Cat#AG21022, Changsha, China). Total RNA (0.5 µg) was subjected to reverse transcription to synthesize complementary DNA using the Evo M-MLV RT Kit with gDNA Clean for qPCR (ACCURATE BIOLOGY, Cat#AG11705). qPCR was performed using 2×SYBR Green qPCR Master Mix (ACCURATE BIOLOGY, Cat# AG11702) and a Bio-Rad CFX96 RT-PCR System. Ribosomal protein lateral stalk subunit P0 (RPLP0) was used as the internal reference gene for qPCR, and the 2^−ΔΔCt^ method was used to calculate relative expression. Detailed information regarding the primer sequences is listed in Supplementary Table 1.

### Immunofluorescent staining

Cells were cultured on tissue culture plates and fixed with 4% paraformaldehyde for 15 min at room temperature, permeabilized with 0.5% Triton X-100 in PBS for 15 min at room temperature, and blocked in 1% BSA for 30 min at room temperature. Primary antibodies prepared and diluted in primary antibody dilution solution were incubated with the cells overnight at 4 °C. The following day, the cells were thoroughly washed three times with PBS and incubated with secondary antibodies prepared in secondary antibody dilution solution for 45 min at room temperature. Finally, the cells were washed three times using PBS and subsequently stained with either Hoechst or PI for 10 min at room temperature. The primary antibodies included mouse anti-SOX17 (Santa Cruz, sc-130,295, 1:100, Dallas, Texas, USA), rabbit anti-FOXA2 (Abclonal, cat# A19053, 1:150), rabbit anti-YAP1 (Abclonal, cat# A19134, 1:500), rabbit anti-PDX1 (R&D SYSTEMS, Cat# AF2419, 1:200, Minneapolis, MN, USA), and goat anti-NKX6.1 (Abclonal, cat# A20419, 1:200). Immunoreactivity images were acquired and processed using either a confocal microscope (from Leica) or a conventional fluorescence microscope.

### Flow cytometry

For flow cytometric analysis, differentiated cells were dissociated using Trpzyme (BasalMedia, S342JV) for 2 min. The cells were fixed with 4% paraformaldehyde for 15 min at room temperature, washed once with FACS buffer (PBS with 1% BSA), centrifuged, and the supernatant was removed. Permeabilization was done by incubating with 0.5% Triton X-100 for 15 min at room temperature. Subsequently, blocking was done with 1% BSA for 30 min at room temperature. A 647-conjugated antibody targeting FOXA2 (Santa Cruz, cat# sc-377,033 AF647, 1:100) and a FITC-conjugated antibody against SOX17 (Santa Cruz, cat# sc-130,295 FITC, 1:100) were added and incubated for 30 min at room temperature. The resulting cell population was analyzed using a NovoCyte D3000 Advanteon flow cytometer (Agilent, CA, USA). The acquired FACS data were subsequently processed using FlowJo software.

### RNA sequencing and data analysis

Total RNA was isolated from the hESC line H1 using TRIzol reagent (Magen, R4801-01B, Guangzhou, China). The quality of the RNA samples was assessed based on the A260/A280 absorbance ratio, which was measured using a Nanodrop ND-2000 system from Thermo Scientific (USA). Initially, the mRNA was extracted from 1 µg of total RNA using oligo (dT) magnetic beads. Subsequently, total RNA was reverse-transcribed into cDNA fragments, which were then ligated with adapters to construct the paired-end library. Finally, the libraries were sequenced on an Illumina Novaseq 6,000 platform, which generated 150 bp paired-end reads. Following data cleaning, normalization, and annotation, differential expression analysis was performed using DESeq2 (http://bioconductor.org/packages/release/bioc/html/DESeq2.html). Genes with an absolute log_2_ fold change (| log_2_FC |) > 1 and an adjusted p-value < 0.05 were considered significantly differentially expressed. Differentially expressed genes between differentiated cells with or without 0.5 µM SAR treatment are shown in the Supplementary Table 2.

### Adenovirus-mediated overexpression of active FAK

The pADM-EF1a-FAK-Y397-3flag adenovirus was constructed and packaged by WZ Biosciences Inc. (Jinan, China) to facilitate the expression of a constitutively active FAK, in which the tyrosine residue at position 397 was substituted with aspartic acid. Empty adenovirus (Ad-NC) was used as a control. ESCs or iPSCs were seeded at a density of 1 × 10^6^ cells per well on Matrigel-coated 6-well plates. After 24 h, the cells were infected with Ad-FAK Y397D or empty adenovirus with a multiplicity of infection (MOI) of 50 in the presence of DE differentiation medium. After 24 h of infection, the medium was replaced with fresh differentiation medium. Infection efficiency was verified by western blot analysis at the end of DE differentiation.

### Molecular docking

Both SAR and FAK were subjected to molecular docking analysis using the CB-Dock2 platform (https://cadd.labshare.cn/cb-dock2/php/index.php). The 2D chemical structure of SAR was obtained from the PubChem database (https://pubchem.ncbi.nlm.nih.gov). Hydrogen atoms were added and free energy minimization was performed. In addition, the crystal structures of FAK (PDB ID: 6YQ1) were acquired from the RCSB PDB [36]. Hydrogen atoms were added and water molecules were removed. CB-Dock2 software was used to calculate the binding affinity energy (kcal/mol), resulting in the identification of the optimal docking model with the lowest energy. To visualize the specifics of ligand–receptor interactions, PyMol2 software (Free version) and Discovery Studio Visualizer (version: 2021) software were employed.

### Molecular dynamics simulation

Molecular dynamics simulations were conducted using Gromacs2022.3 software. Small molecule preprocessing involved the addition of the General Amber Force Field to small molecules using AmberTools22. Hydrogenation of small molecules and calculation of the RESP potential were done using Gaussian 16 W. The resulting potential data were incorporated into the topology file of the molecular dynamics system. The simulation conditions were set at a static temperature of 300 K and atmospheric pressure of 1 Bar. The Amber99sb-ildn force field was used with water molecules acting as the solvent (Tip3p water model). To neutralize the total charge of the simulation system, an appropriate number of Na^+^ ions was added. The simulation used the steepest descent method for energy minimization. Isothermal isovolumic ensemble equilibrium and isothermal isobaric ensemble equilibrium were carried out separately for 100,000 steps each, with a coupling constant of 0.1 ps and a duration of 100 ps. Then, a free molecular dynamics simulation was conducted, encompassing 5,000,000 steps, each with a step length of 2 fs for a total duration of 100 ns. Upon completion of the simulation, the software’s built-in tool was used to analyze the trajectory, and the root mean square deviation (RMSD) was calculated.

### Statistical analysis

All data are presented as the mean ± standard error of the mean. Statistical analysis was performed using a one-way ANOVA with Tukey’s post hoc test. A two-tailed unpaired Student’s t-test was performed for comparison between the two groups. Statistical significance was defined as *p* < 0.05, and the level of significance was denoted as follows: *p < 0.05, **p < 0.01, ***p < 0.001. Statistical analyses were conducted using GraphPad Prism software.

## Results

### Low concentrations of SAR promote DE differentiation

We applied the most commonly used differentiation protocol based on AA [35] to generate DE cells (Fig. 1A). In our differentiation process supplemented with SAR, we observed notable and concentration-dependent alterations in cell morphology (Figure S1A). As the concentration of SAR increased and the duration of cultivation was extended, differentiating stem cells underwent a morphological transformation from a planar polygonal cell morphology to a multilayered semispherical cell morphology. The qPCR results indicated that low concentrations of SAR effectively promoted DE differentiation, with the highest efficiency observed at a concentration of 0.5 µM (Fig. 1B); however, SAR inhibited DE differentiation at concentrations higher than 1 µM, which was consistent with previous studies [37]. We optimized the duration of SAR treatment and found that the highest differentiation efficiency was achieved when SAR was used throughout the entire first stage of differentiation (Figure S1B and C). In order to verify the universality of this effect, we tested two human ESC lines (H1 and H9) and two iPSC lines (β and K0). We found that 0.5 µM SAR efficiently promoted DE differentiation in all four PSC lines (Fig. 1C). Furthermore, flow cytometry confirmed that a low concentration of SAR significantly enhanced DE differentiation efficiency (Fig. 1D and E). The promoting effect at low SAR concentrations was further supported by immunofluorescent staining (Fig. 1F and G). Because SAR was previously reported as an Src family inhibitor [38], we assessed phosphorylated Src levels by western blot analysis. SAR could not effectively inhibit the phosphorylation of Src at concentrations lower than 1 µM (Fig. 1H and I). Therefore, we speculated that DE differentiation, at low SAR concentrations, may not be facilitated via the inhibition of Src phosphorylation.

**Fig. 1:**
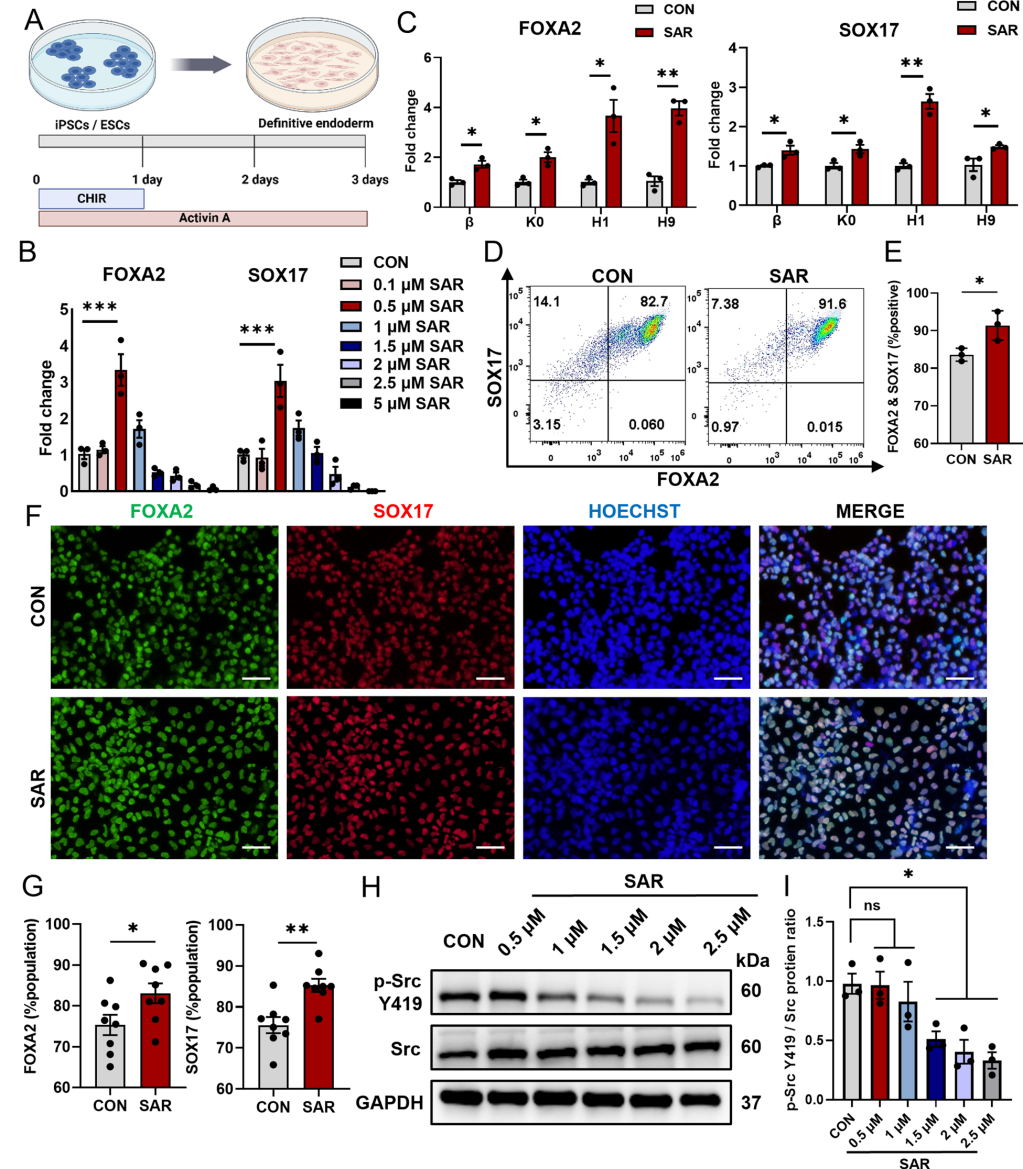
Low concentrations of SAR promote Definitive Endoderm (DE) differentiation. DE differentiation was performed using the previously reported protocol (**A**) for 3 days. After 3 days of differentiation, total RNAs were extracted and the expressions of FOXA2 and SOX17 in DE cells derived from the H1 cells were determined by qPCR (**B**). (**C**) QPCR results of FOXA2 and SOX17 in two different ESC lines (H1 and H9) and two iPSC lines (K0 and β) treated with 0.5 µM SAR. (**D**) Flow cytometric analysis of DE cells derived from hESC line H1 expressing FOXA2 and SOX17 with or without the treatment of 0.5 µM SAR. (**E**) Quantitative statistics of FOXA2^+^/SOX17^+^ cells corresponding to (**D**). (**F**) Immunofluorescent staining examined FOXA2^+^ (green) and SOX17^+^ (red) cells treated with 0.5 µM SAR differentiated from hESC line H1. The nucleus was counterstained with Hoechst 33,342. Quantitative statistics were shown in (**G**). (**H**) The p-Src Y419 and Src protein levels in DE cells treated with different concentrations of SAR were detected using western blotting. GAPDH was used as a loading control. (**I**) Quantitative statistics of p-Src Y419/Src corresponding to H. Data are presented as mean ± SEM (*n* = 3–8). *p < 0.05; **p < 0.01; ***p < 0.001; ns, not significant

### SAR inhibits focal adhesion activation during DE differentiation

To determine the effect of 0.5 µM SAR on the DE differentiation of ESC H1 cells, we performed RNA sequencing (RNA-seq) analysis with differentiated cells treated with or without 0.5 µM SAR. 

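H1 is a human embryonic stem cell line, and SAR is a small-molecule inhibitor of Src family kinases. RNA was taken on day 3 of DE differentiation from 3 control samples and 3 samples with 0.5 µM SAR, all in 50 ng/ml activin A with 2.5 µM CHIR99021, an activator of Wnt signaling, for 24 h. Each sample gave 1 paired-end library of mRNA selected with oligo(dT) beads. The authors deposited the expression of 40396 Ensembl genes in each library as FPKM, the number of fragments scaled by the length of the gene and by all fragments of the library. The paper's text names data cleaning, normalization and annotation, and no aligner, genome build or counting program. Set against the read counts that Supplementary Table 2 gives for the genes it calls, the FPKM of each library were read counts divided by gene length and by 1 total per library. These totals were 21905956, 24419937 and 18877964 reads in control replicates 1, 2 and 3 and 16681280, 16945415 and 18389543 in SAR replicates 1, 2 and 3. Read counts recovered from the FPKM equalled the paper's in all 6 libraries for 827 of the genes in that table. Between libraries of the same condition the recovered counts differed by 4.02 to 13.4 times the sampling noise (chi-square per degree of freedom), which is more than the same library read a second time would give. The libraries were taken as replicates because they are labelled as separate samples, and whether each came from a separate culture is not stated. Control replicate 1 listed 33169 genes above 0 FPKM, and the other 5 libraries listed between 29506 and 30109. Differential expression was tested with limma on log2(FPKM + 0.1) for the 16371 genes with a mean of at least 0.5 FPKM over the 6 libraries, with Benjamini-Hochberg adjustment of the two-sided p-values. Upregulated and downregulated genes were those with an adjusted p-value under 0.05 and a log2 fold change above 1 or under -1, the thresholds of the paper's methods. The added 0.1 makes the fold change of genes with low FPKM smaller than the ratio of their means. With the FPKM as deposited, the median log2 fold change of all tested genes was 0.12, and it was 0.00 after each library was rescaled by its median ratio to the other libraries. Fold changes given as deposited therefore stand against a median gene at 0.12.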

The raw data were deposited in GEO database under submission number GSE251992. Our PCA results demonstrated a favorable outcome, with well-separated clustering and distinct patterns in the PC space (Figure S2A). 

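In a principal component analysis of log2(FPKM + 0.1) over the 16371 tested genes, component 1 held 51.7% of the variance and component 2 held 14.8%. On component 1 the control libraries lay at -43.9, -38.6 and -26.2 and the SAR libraries at 29.8, 35.7 and 43.2. The gap of 56.0 between the groups was larger than the range of 17.8 within the control libraries and of 13.4 within the SAR libraries. On component 2, SAR replicate 3 lay at -39.5 and SAR replicate 1 at 24.1, farther apart than the control libraries, which lay between -3.0 and 10.4. No p-value is given for the separation, because an exact permutation test of 3 libraries against 3 cannot go below 0.1. Over its alternatives the share of component 1 lay between 32.2%, with no filter on low values, and 75.2%, with protein-coding genes only.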

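With SAR, 559 of the 16371 tested genes were upregulated and 259 were downregulated. In 815 of these 818 genes all 3 SAR libraries lay on the same side of all 3 control libraries. Of all tested genes, 8303 (50.7%) showed no overlap between the groups, where chance gives 10% for 3 libraries against 3. Without a minimum fold change, the alternative that moved both counts most, 3885 genes were higher and 1563 lower at an adjusted p-value under 0.05 (limma). The upregulated genes made up 68.3% of the differentially expressed genes, but 52.2% after median-ratio rescaling (397 upregulated and 363 downregulated) and 48.7% after quantile normalization (365 and 385). With a pseudocount of 1 in place of 0.1 there were 169 upregulated and 141 downregulated genes, and with protein-coding genes only there were 335 and 131. The alternative with protein-coding genes only also rescales each library to its FPKM total over these genes. Without control replicate 1 there were 722 upregulated and 256 downregulated genes, which included 515 and 206 of those from all 6 libraries. Protein-coding genes were 482 (58.9%) of the 818 differentially expressed genes. Of the genes in Supplementary Table 2, 344 were upregulated and 187 downregulated both there and here, and 0 were called in opposite directions. A further 192 genes of that table had a mean under 0.5 FPKM and were not tested, and 109 were tested and not called, 8 of them by the adjusted p-value and the others because the log2 fold change lay within 1. The remaining 287 genes called here are not in the table. Over the 640 tested genes of the table, which was made from the same 6 libraries, the log2 fold change here minus that of the table had a median of 0.109, and of -0.008 after median-ratio rescaling.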

We identified 40,397 transcripts, of which 466 were upregulated and 366 were downregulated (Fig. 2A and B). 

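The deposited table lists 45 genes of the forkhead box (FOX) family of transcription factors, of which 23 had a mean of at least 0.5 FPKM. Of these, 6 were upregulated with SAR, also when adjusted over the list alone, and 0 were downregulated. The median over the 23 genes was 0.36, and 0.21 after median-ratio rescaling, where the median of all tested genes was 0.00. FOXA1 (ENSG00000129514), on chromosome 14 from 37589984 to 37596059 in the GENCODE 29 annotation of GRCh38, had 1.77 ± 0.140 FPKM (SD, n = 3) in control and 10.9 ± 1.53 (SD, n = 3) with SAR. Its log2 fold change was 2.54 (standard error 0.113, adjusted p = 9.97e-05 from limma). FOXA2 (ENSG00000125798), on chromosome 20 from 22581005 to 22585455, rose from 23.6 ± 1.39 to 64.0 ± 3.66 FPKM, a log2 fold change of 1.44 (standard error 0.0673, adjusted p = 0.000107 from limma). FOXJ1 (ENSG00000129654), on chromosome 17 from 76136333 to 76141299, rose from 0.463 ± 0.119 to 12.0 ± 3.28 FPKM, a log2 fold change of 4.40 (standard error 0.238, adjusted p = 0.000157 from limma). FOXJ1 had 20 to 34 reads in each control library and 394 to 629 in each SAR library. FOXB1 rose from 0.143 ± 0.0616 to 1.63 ± 0.482 FPKM (log2 fold change 2.83), on 7 to 16 reads in each control library. FOXD3 (1.41, adjusted p = 0.0415 from limma), named after its values were seen, and FOXP1 (1.04, adjusted p = 0.014) had means under 1 FPKM in both groups. FOXP1 fell under the fold change threshold after median-ratio rescaling, at 0.94. For FOXA1, FOXA2, FOXJ1, FOXB1 and FOXP1 all 3 SAR libraries were above all 3 control libraries. Without a minimum fold change, 11 FOX genes were higher and 2 were lower, FOXJ2 at -0.74 and FOXM1 at -0.48, both named after their values were seen. With a minimum mean of 1 FPKM, 3 FOX genes were upregulated, and there were 4 after median-ratio rescaling, after quantile normalization, with a pseudocount of 1 and without SAR replicate 1 or 2. FOXQ1, at 0.812 ± 0.159 FPKM in control and 0.183 ± 0.103 with SAR, had a mean of 0.4975 FPKM over the 6 libraries, just under the minimum, and was not tested. It was tested under 6 of the alternatives and downregulated in all 6, with log2 fold changes from -2.00 (adjusted p = 0.0202 from limma), without SAR replicate 2, to -1.45 (adjusted p = 0.0193), without SAR replicate 3, and at -1.83 after median-ratio rescaling. FOXI1, at -0.96 (adjusted p = 0.1) and not called, was downregulated under 3 of its alternatives, among them protein-coding genes only (-1.01), and is named after its values were seen.

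**Figure D1:**
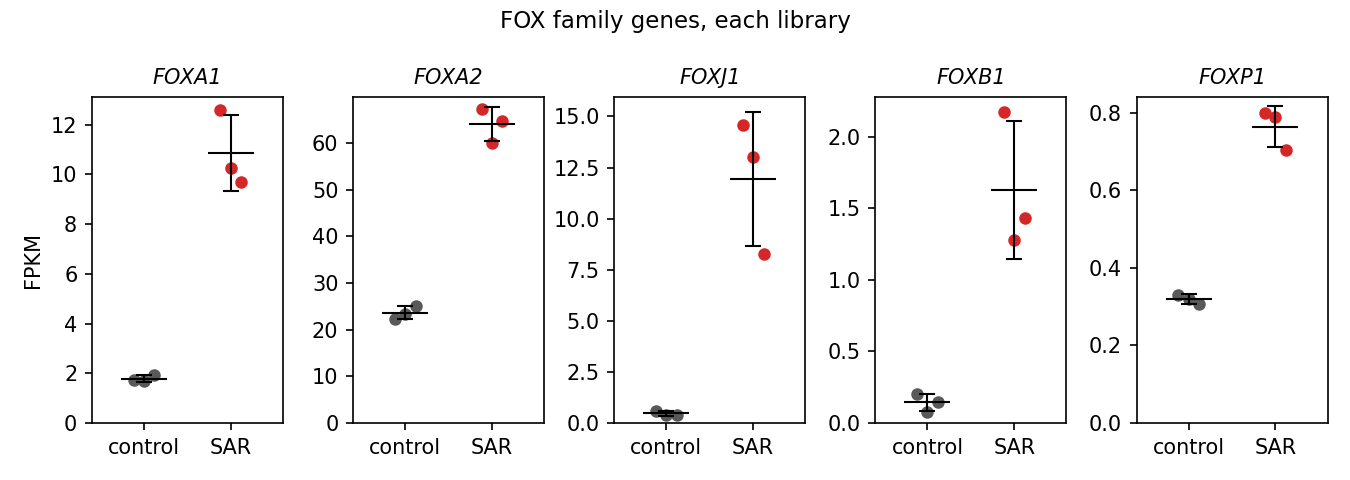
FPKM of FOXA1, FOXA2, FOXJ1, FOXB1 and FOXP1 in each library, with control libraries in grey and SAR libraries in red. Each panel has its own linear axis from 0, points are single libraries, and the black bar and whiskers are the mean and SD of 3 libraries. The 3 SAR libraries lie above the 3 control libraries in each panel.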

Interestingly, SAR treatment resulted in a significant upregulation of genes within the FOX family, including FOXA1, FOXA2, and FOXJ1 (Fig. 2C and S2B). Gene Ontology enrichment analysis of the differentially expressed genes indicated that SAR caused alterations in developmental processes, including anatomical structure morphogenesis, anatomical structure development, multicellular organism development, system development, and animal organ development (Figure S2C). 

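No Gene Ontology annotation was used here, and gene families with roles in development were taken by symbol instead, such as FOX, SOX, IRX, SALL, TBX, WNT, BMP and FGF. Of 156 tested genes of these families, 39 (25.0%) were differentially expressed, against 658 of the 14873 tested genes that have a symbol. The odds ratio was 7.59 (one-sided Fisher's exact test, p = 3.63e-19). Adjusted over all genes, 33 of the 156 were upregulated and 6 were downregulated. Adjusted over the list alone, 34 and 6 were, and after median-ratio rescaling 24 were upregulated and 8 downregulated. SALL1, LEFTY1, FOXA1 and FOXA2 were among the members with the smallest adjusted p-values. SALL1 rose from 16.5 ± 0.701 to 49.3 ± 0.606 FPKM (SD, n = 3), a log2 fold change of 1.58 (adjusted p = 7.96e-05 from limma). SOX17, a marker of DE, rose from 31.6 ± 1.84 to 67.5 ± 18.3 FPKM, a log2 fold change of 1.06 (adjusted p = 0.00724 from limma). It fell under the fold change threshold after median-ratio rescaling, at 0.93, and without SAR replicate 1, at 0.87.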

To identify downregulated genes, we performed a KEGG pathway analysis, which indicated enrichment of genes associated with the focal adhesion pathway (Fig. 2D and S3). 

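The pathway release used by the authors was not used here, and a list of 202 focal adhesion genes was compiled by hand, of which 159 were tested. Of these 159 genes, 5 were downregulated, against 190 of the 14873 tested genes that have a symbol, an odds ratio of 2.55 (one-sided Fisher's exact test, p = 0.0534, also 0.0534 adjusted over 3 lists). The 5 genes, named after their values were seen, were ITGA4 with a log2 fold change of -2.36, CAV1 (-1.38), SPP1 (-1.10), PIP5K1B (-1.10) and ARHGAP5 (-1.03). Another 7 genes of the list were upregulated, among them COL4A3 at 2.66, COL4A4 at 2.45 and COL2A1 at 1.40, and both counts were the same when adjusted over the list alone. The odds ratio of focal adhesion genes among genes lower with SAR passed the threshold after median-ratio rescaling, with 7 downregulated genes (2.56, adjusted p = 0.0249 from Fisher's exact test). It also passed with protein-coding genes only, at 3.21, and without control replicate 2, at 2.92. It fell to 1.54 without SAR replicate 1 or SAR replicate 3 and to 1.5 without SAR replicate 2. Over its alternatives the adjusted p-value lay between 2.58e-07, without a minimum fold change, and 0.33, without SAR replicate 2. Without a minimum fold change, 38 of the 159 genes were lower and 34 were higher with SAR. ITGAV, an integrin subunit, fell from 23.9 ± 0.813 to 13.6 ± 0.797 FPKM (SD, n = 3), a log2 fold change of -0.80 (adjusted p = 0.000522 from limma). COL9A2 fell by 0.91 on the log2 scale (adjusted p = 0.000727 from limma). The whole list had a median log2 fold change of -0.03, against 0.12 for all tested genes, and lay lower than the other genes by camera, a test of a list against all other genes in limma (adjusted p = 0.00985 over 10 lists). Of the 10 ways to part the 6 libraries into 3 and 3, 4 gave a camera p-value as small, the real one included. Its median relative to the control mean was -0.08, -0.02 and 0.05 in SAR replicates 1, 2 and 3, and without SAR replicate 1 the list of focal adhesion genes had a median log2 fold change of 0.03, still lower than the other genes by camera (adjusted p = 0.0475). Under fry, a rotation test in limma that takes the list by itself against 0, the list was not lower as deposited (adjusted p = 0.979) and was lower after median-ratio rescaling (adjusted p = 0.0326). The call by camera did not hold with an estimated correlation between genes (adjusted p = 0.609). Of the related lists, TGF-beta signaling had 5 of 71 genes downregulated (odds ratio 5.99, adjusted p = 0.00638 from Fisher's exact test) and 6 upregulated. Without SAR replicate 3 the odds ratio of TGF-beta signaling genes among genes lower with SAR was 3.59 (adjusted p = 0.0897), and its adjusted p-value lay between 0.00241 and 0.0897 over its alternatives. ECM-receptor interaction had 3 of 57 genes downregulated (odds ratio 4.35, adjusted p = 0.0534 from Fisher's exact test) and 5 upregulated. The odds ratio of ECM-receptor interaction genes among genes lower with SAR was 6.75 (adjusted p = 0.00583) without control replicate 2 and 2.17 (adjusted p = 0.269) without SAR replicate 3, and its adjusted p-value lay between 0.000338 and 0.269 over its alternatives. From its pathway enrichment among the downregulated genes and the regulatory role of FAK in focal adhesion, the paper went on to measure FAK phosphorylation, and it proposes a potential connection between SAR treatment and the modulation of FAK signaling.

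**Figure D2:**
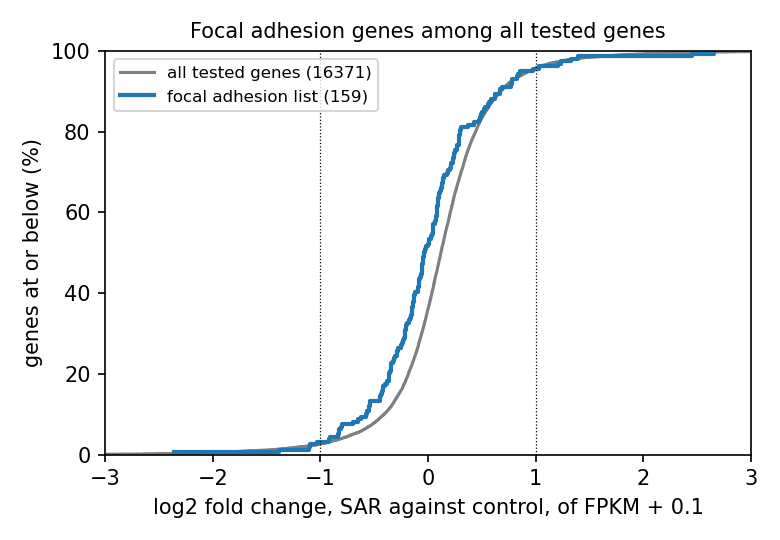
Cumulative share of genes, in percent, against the log2 fold change of FPKM + 0.1 between SAR and control, for all 16371 tested genes (grey) and the 159 tested genes of the focal adhesion list (blue). Dotted lines mark log2 fold changes of -1 and 1. The median of the list lies at -0.03 and that of all tested genes at 0.12.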

Numerous studies have shown a pivotal regulatory role for FAK in the focal adhesion pathway [16, 39]. The western blot results revealed substantial inhibition of Y397 phosphorylation of FAK following SAR treatment (Fig. 2E and G). Meanwhile, we also investigated other phosphorylation sites of FAK and found that Y576/577 were similarly inhibited, while there was no noticeable regulation of phosphorylation at the Y925 site. And SAR could not effectively inhibit the phosphorylation of Src (Figure S4A and B). In addition to assessing FAK phosphorylation, we confirmed increased FOXA2 protein levels following the addition of 0.5 µM SAR (Fig. 2F and H). These findings suggest a potential connection between SAR treatment and FAK signaling modulation.

**Fig. 2:**
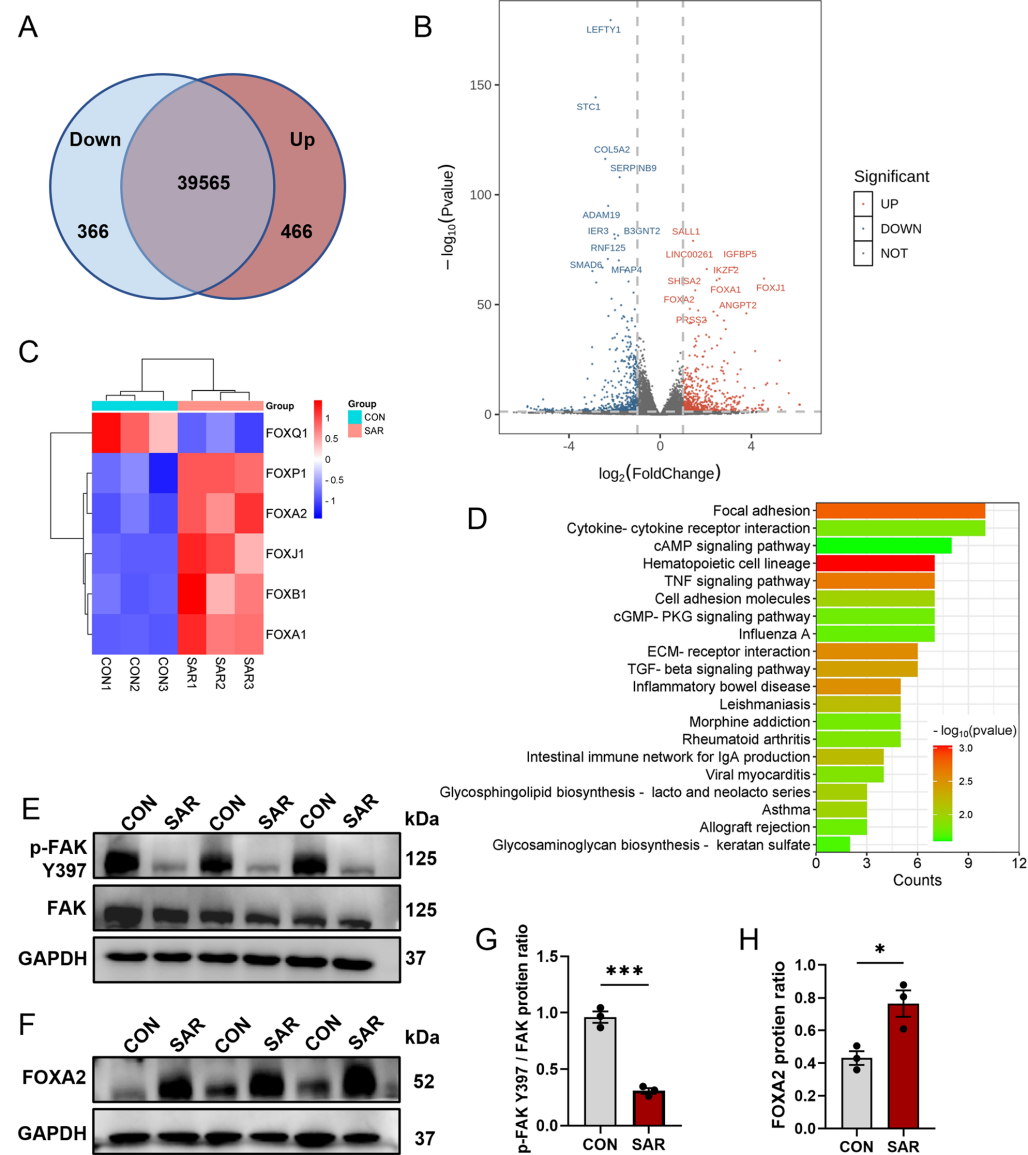
SAR inhibits focal adhesion activation during DE differentiation. RNA-seq was performed using differentiated cells from hESC line H1 with or without the addition of 0.5 µM SAR after 3 days of DE differentiation. (**A**) Venn diagram illustrating the number of upregulated and downregulated transcripts upon SAR treatment. (**B**) Volcano plot indicating the top ten upregulated and top ten downregulated genes based on -log10(P value) values. (**C**) Heatmap analysis of the FOX family factors among differentially expressed genes. (**D**) Top 20 KEGG enrichment terms of downregulated genes. After 3 days of differentiation, total protein was extracted from differentiated H1 cells to validate the results of RNA-seq. (**E**) P-FAK Y397 and total FAK in DE cells treated with 0.5 µM SAR or equal volume of DMSO were examined by western Blot. GAPDH was used as a loading control. (**F**) Western Blot results of FOXA2 and GAPDH in DE cells treated with 0.5 µM SAR or equal volume of DMSO. (**G**) Quantitative statistics of p-FAK Y397/FAK corresponding to (**E**). (**H**) Quantitative statistics of FOXA2 corresponding to (**F**). Data are presented as mean ± SEM (*n* = 3). *p < 0.05; ***p < 0.001

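All 10 genes labelled as downregulated and all 10 labelled as upregulated in Fig. 2B were called in that direction here, and they kept direction and call under each alternative that tested them, which for LINC00261, a long noncoding RNA, leaves out protein-coding genes only. The lower genes ranged from STC1, at a log2 fold change of -2.69, to SERPINB9, at -1.64. STC1 fell from 185 ± 20.1 to 28.8 ± 3.36 FPKM (SD, n = 3; adjusted p = 7.96e-05 from limma). LEFTY1, at 299.7 ± 19.6 FPKM in control, fell by 2.04 on the log2 scale, and GENCODE 29 gives 46.6% of its exon bases also to another gene on the same strand. IER3 fell by 1.87 on the log2 scale, and 26.5% of its exon bases lie opposite to IER3-AS1. The higher genes ranged from FOXA2 to FOXJ1. LINC00261 rose from 6.40 ± 0.456 to 29.0 ± 4.08 FPKM, at 2.15, and shares 86.1% of its exon bases with another gene on the same strand. PRSS2, at 1.80, belongs to a family of near-identical trypsinogen genes whose reads the counting could have split. Of these 10, IGFBP5 had the largest rise after FOXJ1, at 3.22 (from 1.01 ± 0.0372 to 10.5 ± 2.62 FPKM). Among all called genes with a mean of at least 1 FPKM and no overlap between the groups, the largest log2 fold changes were those of OLIG3 (4.71), FOXJ1, TFF3 (4.28) and NPTX1 (4.17), together with a Y RNA (ENSG00000199899) that was listed at 0 in the 3 control libraries and was at least 1.78-fold higher with SAR. OLIG3 had 7, 0 and 0 reads in control replicates 1, 2 and 3 and NPTX1 had 16, 1 and 4, so that control replicate 1 set most of their control level. The most negative were short RNAs and pseudogenes with 0 or 1 reads in each SAR library, for which only a lower limit can be given. With a floor of 3 reads, SNRPCP6 was at least 3.61-fold lower, MIR593 at least 2.89-fold, a second Y RNA (ENSG00000199912) at least 1.55-fold, RNU6-30P at least 1.22-fold and SNORD53 at least 1.14-fold. These had between 3 and 18 reads in each control library. MIR593 lost its call with a pseudocount of 0.01 and without control replicate 2 or 3, and SNORD53 lost its call without control replicate 2.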

### SAR directly targets FAK

Most Src inhibitors bind to its catalytic site and act as competitive ATP inhibitors, blocking the transfer of the terminal phosphate of ATP to Tyr419, whereas SAR exhibits the same inhibitory mechanism [12, 40]. To verify whether SAR can bind to FAK in a similar manner, we performed a docking study of SAR at the ATP-binding site of FAK [41] (PDB: 6YQ1) using the CB-Dock2 platform (Fig. 3A and B). The results indicated that SAR exhibited a Vina score of − 8.8 kcal/mol with FAK (Fig. 3C). Moreover, 3D and 2D interaction maps revealed that the binding of SAR to FAK was mediated by van der Waals interactions with ASP564, ARG550, VAL484, GLY429, LEU501, and other unlinked residues. SAR also exhibited stable binding to FAK through carbon and conventional hydrogen bonding with GLU430, GLU506, and SER568. The stable binding of SAR to FAK involved pi-sigma, pi-anion, pi-alkyl, and alkyl interaction bonds with residues ALA452, VAL436, LEU567, ILE428, and LEU553 (Fig. 3C and D).

**Fig. 3:**
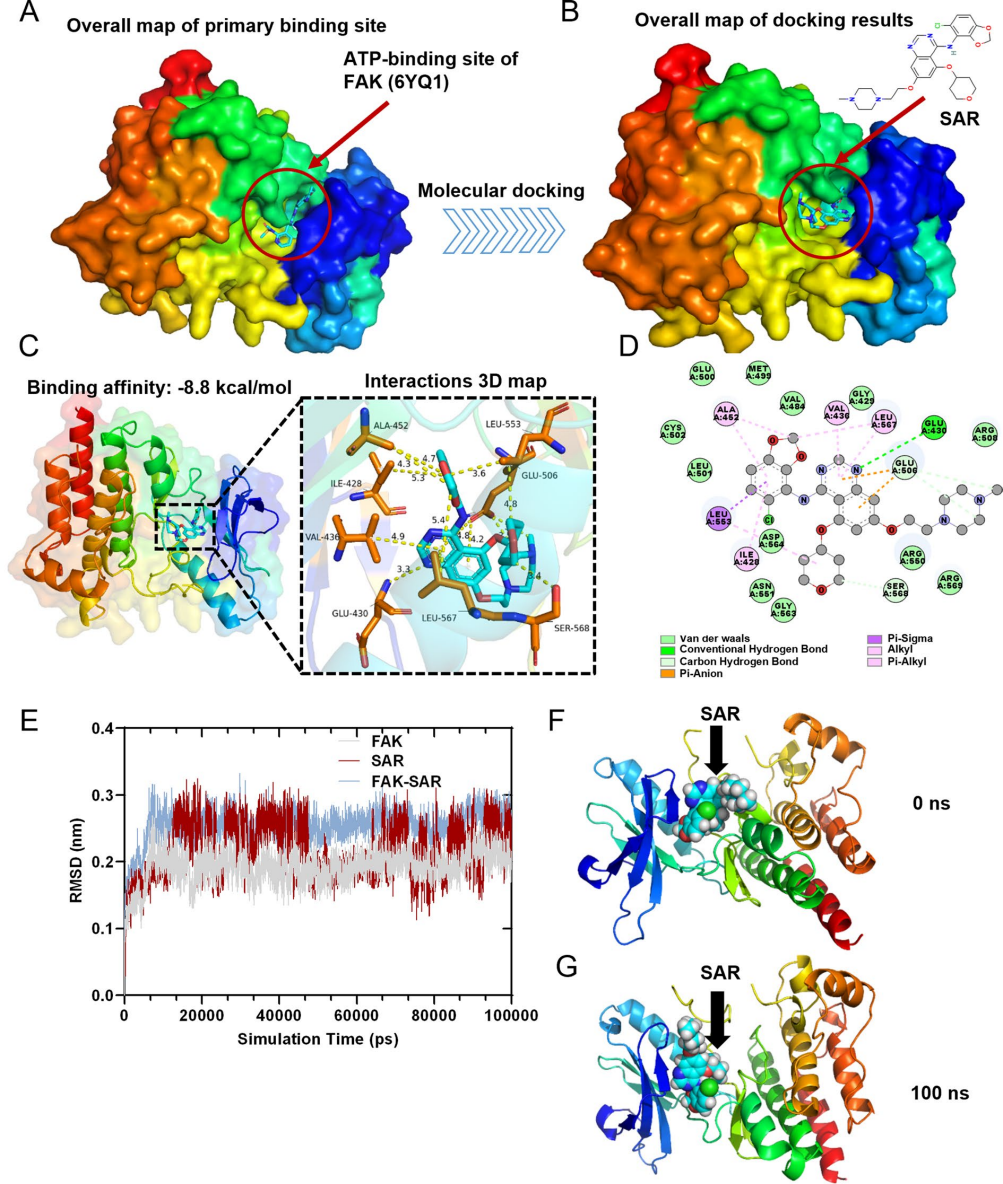
Molecular docking analysis and molecular dynamics simulation. (**A**) The crystal structure of FAK with the ATP-binding site. (**B**) Simulated docking of SAR inside the crystal structure of FAK. (**C**) Crystal structure of SAR complexed with FAK. Hydrogen bonds are shown in yellow dashed lines. The residues that can form hydrogen bonds with SAR are shown in yellow. (**D**) 2D diagram of the binding pose of SAR interacts with FAK.** (E)** RMSD Plots of RMSD of heavy atoms of FAK (grey), SAR (red), and FAK-SAR complex (blue). (**F**) Surface presentation of the FAK-SAR complex crystal structure at 0 ns. (**G**) Surface presentation of the FAK-SAR complex crystal structure at 100 ns.

To further verify the molecular docking results, the best conformation of the FAK-SAR complex was selected as the starting conformation for the molecular dynamics (MD) simulation using Gromacs2022.3 software. The root mean square deviation (RMSD) was used to examine the mobility of the receptor–ligand complex, and the RMSD curve revealed protein conformational changes. The RMSD track of the FAK mildly fluctuated around 0.2 Å over 10–100 ns (Fig. 3E). Therefore, the RMSD track of FAK indicated that it was stable at this stage (Fig. 3E, gray line). Meanwhile, the RMSD track of SAR exhibited a stable pose with fluctuation around 0.25 Å over 13–45 ns. The RMSD track of SAR further changed at 45 ns and fluctuated around 0.2 Å over 45–100 ns, which indicated that SAR shifted to a more stable pose (Fig. 3E, red line). After SAR docked with FAK, the RMSD track of the FAK–SAR complex stably fluctuated around 0.25 Å over 10–100 ns, which indicated that SAR and FAK could stably bond with one another (Fig. 3E, blue line). Through surface visualization models of FAK-SAR at 0 ns (Fig. 3F) and 100 ns (Fig. 3G), SAR was stably presented at the center of the FAK binding site throughout the MD simulation.

Root mean square fluctuation analysis of FAK revealed that amino acids 225–250, 525–560, and 575–580 exhibited significant volatility and greater residue flexibility compared with other regions (Figure S5A). The radius of gyration (Rg) value for the FAK protein remained stable throughout the entire MD simulation process (Figure S5B). Furthermore, the FAK–SAR complex showed the presence of stable hydrogen bonds that endured throughout the MD simulation, with a maximum of three hydrogen bonds formed in the FAK-SAR complex (Figure S5C). Using the solvent accessible surface area value for FAK, the FAK protein remained stable during the simulation process (Figure S5D), which suggested that the proteins were relatively stable and did not have obvious structural changes. Taken together, these results indicate that SAR regulates FAK activity through direct and stable binding.

### Overexpression of phosphorylated FAK inhibits the promoting effect of SAR on DE differentiation

To further examine the role of FAK phosphorylation in DE differentiation, we used an adenovirus vector overexpressing pseudophosphorylated FAK by mutating Tyr397 into Asp397 (Fig. 4A). The optimization of the transfection conditions was done to determine the most effective parameters. The transfection efficiency reached its maximum and cell viability was most favorable at a multiplicity of infection (MOI) of 50, whereas higher MOIs resulted in significant cell death (Fig. 4B). As expected, we observed a marked upregulation of FOXA2 and SOX17 proteins following SAR treatment, whereas FAK Y397D overexpression effectively abolished the promoting effect of SAR as both SOX17 and FOXA2 were downregulated (Fig. 4C and D). The immunostaining results were consistent with those acquired by western blot analysis, which showed that FAK Y397D overexpression effectively abolished the promoting effect of SAR (Fig. 4E). Furthermore, we validated these findings by flow cytometry (Fig. 4F and G). The results indicate an important regulatory role of FAK phosphorylation in orchestrating the SAR-promoted DE differentiation process.

**Fig. 4:**
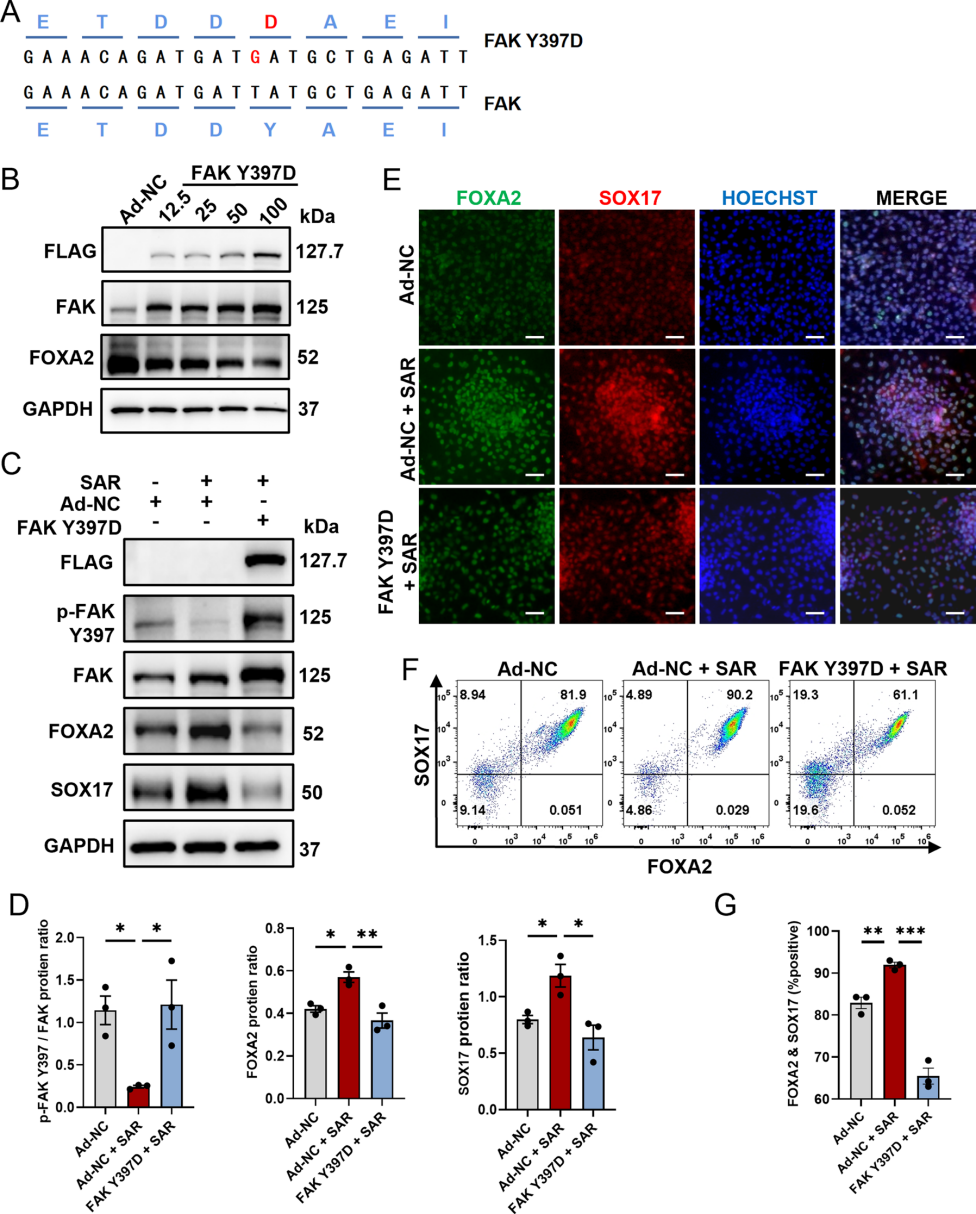
Overexpression of p-FAK diminishes the promotive effect of SAR on DE differentiation. (**A**) Sequence alignment of the FAK Y397D mutated adenoviral vector compared with wildtype FAK adenoviral vector, highlighting the Y397 pseudophosphorylation. (**B**) Human ESC line H1 was infected with various MOI of negative control adenovirus (Ad-NC) or FAK Y397D-overexpressing adenovirus during DE differentiation. Three days after differentiation, total proteins were extracted for western Blotting examination of FLAG, FAK, and FOXA2. GAPDH was used as a loading control. (**C**) Western Blotting for FLAG, p-FAK Y397, FAK, FOXA2, and SOX17 in DE cells with indicated treatments. GAPDH was used as a loading control. (**D**) Quantitative statistics of p-FAK/FAK, FOXA2, and SOX17 corresponding to (C). (**E**) Immunofluorescent staining examined FOXA2^+^ (green) and SOX17^+^ (red) cells treated with Ad-NC or FAK Y397D, in conjunction with either DMSO or SAR during 3 days of DE differentiation. The nucleus was counterstained with Hoechst 33,342. Scale bars = 100 μm. (**F**) Flow cytometric analysis of differentiated cells expressing FOXA2 and SOX17 after treatment of Ad-NC or FAK Y397D, in combination with either DMSO or SAR. (**G**) Quantitative statistics of FOXA2^+^/SOX17^+^ cells corresponding to (F). Data are presented as mean ± SEM (*n* = 3). *p < 0.05; **p < 0.01; ***p < 0.001

### Low concentrations of SAR inhibit YAP nuclear translocation and suppress FAK phosphorylation

The interplay between YAP and FAK was substantiated in numerous studies, underscoring the influence of FAK on the functional attributes and subcellular localization of YAP [31]. We examined nuclear–cytoplasmic fractionation in both control cells and those subjected to 0.5 µM SAR (Fig. 5A). The results indicated a marked and statistically significant decrease in YAP nuclear translocation (Fig. 5B). Simultaneously, an increase in the cytoplasmic content of YAP protein was observed, confirming that 0.5 μm SAR reduces YAP nuclear localization while increasing cytoplasmic localization. To confirm this observation, we performed immunofluorescence staining on DE cells with or without SAR treatment at the same cell density. The results confirmed a conspicuous reduction in YAP nuclear translocation (Fig. 5C and D). The results indicated that SAR effectively inhibited both YAP nuclear translocation and function. Conversely, overexpression of phosphorylated FAK antagonized the effects of SAR (Fig. 5E and F). These findings suggest that SAR exerts an inhibitory effect on YAP nuclear translocation by suppressing FAK phosphorylation.

**Fig. 5:**
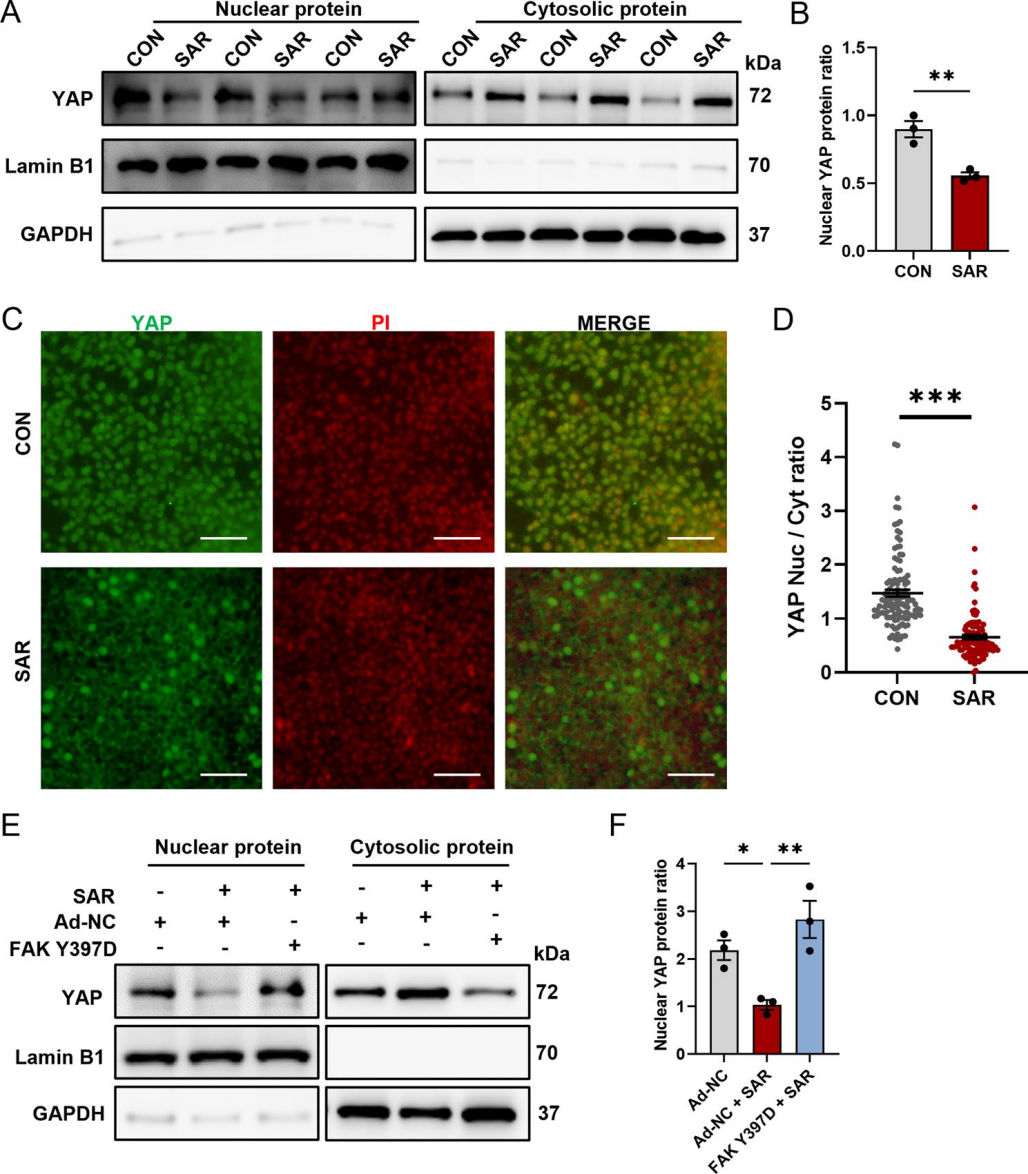
SAR inhibits YAP nuclear translocation. Human ESC line H1 was differentiated into DE cells with or without the addition of SAR. Three days after differentiation, nuclear protein and cytosolic protein were isolated separately and YAP protein level was determined by western Blotting (**A**). In the nuclear fraction, Lamin B1 was used as loading control and GAPDH as negative control; in the cytosolic fraction, GAPDH was used as loading control and Lamin B1 as negative control. (**B**) Quantitative statistics of YAP corresponding to (**A**). (**C**) Immunofluorescent staining examines the subcellular location of YAP (green) with or without 0.5 µM SAR treatment. The nucleus was counterstained with PI. Scale bars = 50 μm. The YAP fluorescent intensity within nucleus or cytoplasm was measured separately using ImageJ and the nuclear-to-cytoplasmic ratio is shown in (**D**). *N* = 118 for control group, *n* = 108 for SAR-treated group. (**E**) Western blotting for YAP in DE cells treated with negative control adenovirus (Ad-NC) or FAK Y397D-overexpressing adenovirus, in conjunction with either DMSO or SAR during 3 days of DE differentiation. In the nuclear fraction, Lamin B1 was used as loading control and GAPDH as negative control; in the cytosolic fraction, GAPDH was used as loading control and Lamin B1 as negative control. (**F**) Quantitative statistics of YAP corresponding to (**E**). Data are presented as mean ± SEM (*n* = 3). *p < 0.05; **p < 0.01; ***p < 0.001

### The YAP inhibitor verteporfin promotes DE differentiation by inhibiting YAP nuclear translocation

To explore the feasibility of inhibiting DE differentiation through the direct modulation of YAP activity, verteporfin (VP), a well-documented YAP inhibitor [42], was used to elucidate the role of YAP in DE differentiation. The qPCR results indicated a dose-dependent increase in RNA levels for the key DE markers, FOXA2 and SOX17, with 0.2 µM VP without affecting cell viability (Fig. 6A). Of note, concentrations exceeding 0.2 µM adversely affected cell survival. Based on these results, 0.2 µM VP was selected as the optimal concentration for subsequent experiments. To confirm the inhibitory effect of 0.2 µM VP on YAP nuclear translocation, western blot analysis revealed that VP reduced YAP nuclear translocation (Fig. 6B and C). The results confirmed increased FOXA2 and SOX17 protein levels following the addition of 0.2 µM VP (Fig. 6D and E). To validate the direct inhibitory effect of 0.2 µM VP on YAP nuclear translocation, we performed immunofluorescence staining on DE cells with or without VP treatment at the same cell density, which revealed a marked decrease in YAP nuclear localization (Fig. 6F and G). A significant enhancement in the percentage of FOXA2^+^/SOX17^+^ cells was observed as measured by flow cytometry (Fig. 6H and I) following VP treatment. To highlight the central role of FAK as an upstream regulator of YAP and demonstrate that p-FAK overexpression counteracts the promotion of DE differentiation by VP, flow cytometry was performed. The results confirmed that FOXA2^+^/SOX17^+^ cells in the p-FAK-overexpressing group treated with 0.2 µM VP exhibited a significant reduction compared with the control group treated with the same concentration of VP (Fig. 6H and I). The results indicate the important role of the FAK/YAP axis in the regulation of DE differentiation.

**Fig. 6:**
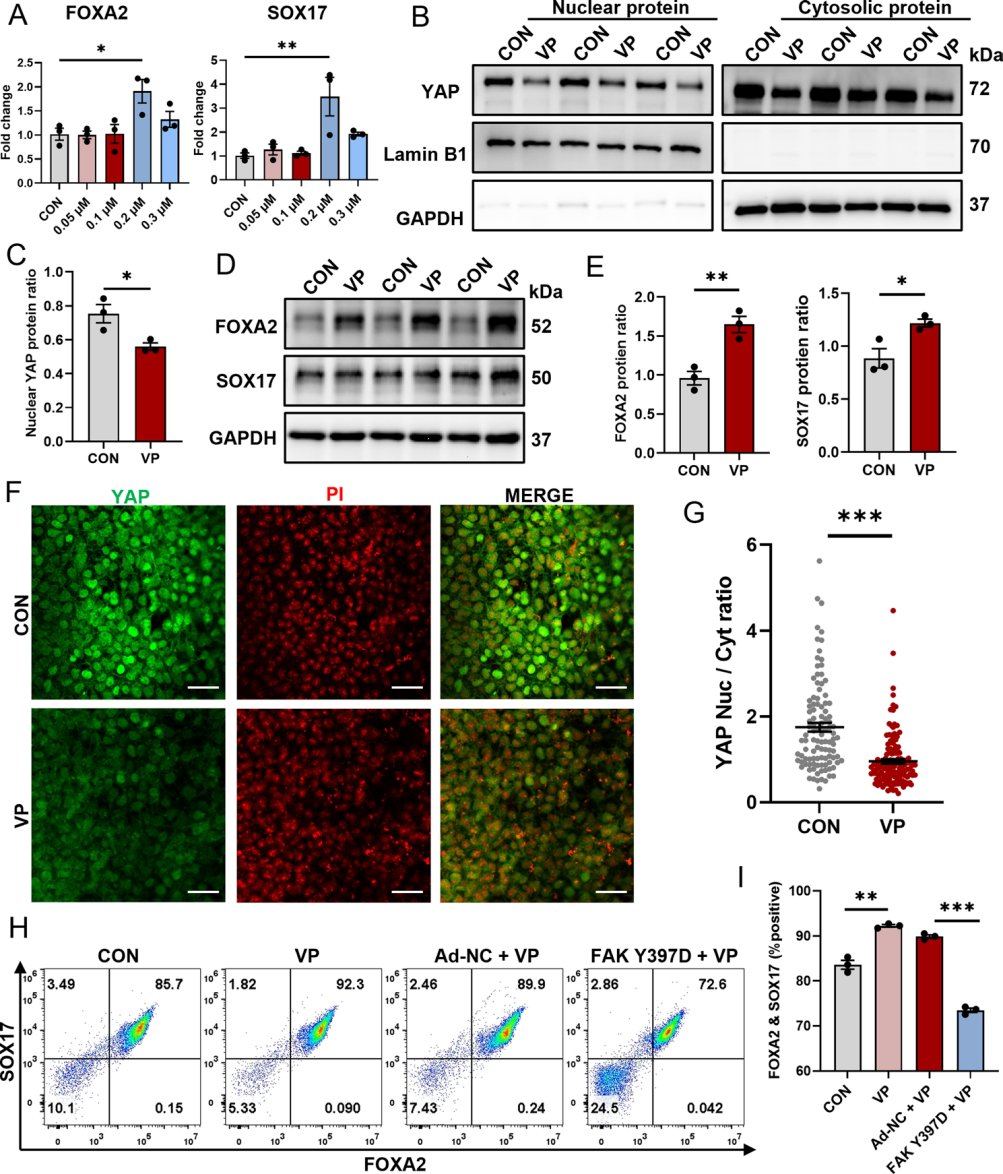
Verteporfin (VP) promotes DE differentiation by inhibiting YAP nuclear translocation. Human ESC line H1 was differentiated into DE cells with the addition of various concentrations of VP. Three days after differentiation, total RNAs were extracted and qPCR was performed to examine the expressions of FOXA2 and SOX17 **(A)**. (**B**) Nuclear protein and cytosolic protein were isolated separately and YAP protein level was determined by western Blotting. In the nuclear fraction, Lamin B1 was used as loading control and GAPDH as negative control; in the cytosolic fraction, GAPDH was used as loading control and Lamin B1 as negative control. (**C**) Quantitative statistics of YAP corresponding to (**B**). (**D**) Western blotting for FOXA2 and SOX17 in DE cells treated with 0.2 µM VP or equal volume of DMSO. GAPDH was used as a loading control. (**E**) Quantitative statistics of FOXA2 and SOX17 corresponding to (**D**). (**F**) Immunofluorescent staining of YAP (green) in DE cells with or without the treatment of 0.2 µM VP. The nucleus was counterstained with PI. Scale bars = 50 μm. The YAP fluorescent intensity within nucleus or cytoplasm was measured separately using ImageJ and the nuclear-to-cytoplasmic ratio is shown in** (G)**. *N* = 105 for control group, *n* = 137 for SAR-treated group. (**H**) Flow cytometric analysis of differentiated cells expressing FOXA2 and SOX17 with the indicated treatments. (**I**) Quantitative statistics of FOXA2^+^/SOX17^+^ cells corresponding to **(H)**. Data are presented as mean ± SEM (*n* = 3). *p < 0.05; **p < 0.01; ***p < 0.001; ns, not significant

### SAR reduces the requirement for AA and facilitates PSC differentiation into pancreatic progenitor cells

To explore the feasibility of using SAR as a partial substitute for AA to promote efficient DE differentiation, we attempted to reduce the requirement of AA in the DE differentiation process. We examined FOXA2^+^/SOX17^+^ cells after differentiation with various concentrations of AA with or without SAR using flow cytometry (Figure S6). We confirmed that reducing the concentration of AA from 50 ng/ml to 10 ng/ml decreased the proportion of FOXA2^+^/SOX17^+^ cells from 86.47% ± 0.88–68.24% ± 4.46%. Nevertheless, the introduction of 0.5 µM SAR mitigated this decline, ultimately enhancing the yield of FOXA2^+^/SOX17^+^ cells to 91.29% ± 0.77% (Fig. 7A and B). The immunofluorescence staining results also confirmed that SAR could reduce the requirement for AA during DE differentiation (Fig. 7C). To determine the competency of the DE cells for subsequent differentiation, we induced pancreatic lineage differentiation (Fig. 8A) and found that 10 ng/ml AA with the addition of SAR at the DE differentiation stage yielded a comparative number of PDX1^+^/NKX6.1^+^ pancreatic progenitor cells compared with those from 50 ng/ml AA (Fig. 8B). Using 10 ng/ml AA alone at the DE differentiation stage significantly reduced the number of pancreatic progenitor cells. The qPCR results indicated upregulation of the pancreatic progenitor markers PDX1, NKX6.1, and PTF1A in both SAR-treated human ESC line H1 and iPSC line K0, compared with the 10 ng/ml and 50 ng/ml AA groups (Fig. 8C). These data indicated that SAR-promoted DE cells at a low AA concentration were potent to differentiate into a pancreatic lineage. To further ascertain the capability of the acquired DE cells to undergo subsequent differentiation, we employed the pancreatic lineage differentiation system as previously described [35]. Our flow cytometry results revealed that 10 ng/ml AA with the addition of SAR in the DE differentiation stage yielded a comparative number of PDX1^+^/NKX6.1^+^ pancreatic progenitor cells to those from 50 ng/ml AA for DE induction (Fig. 8D and E). These results suggest that the protocol using SAR is cost-effective for DE differentiation.

**Fig. 7:**
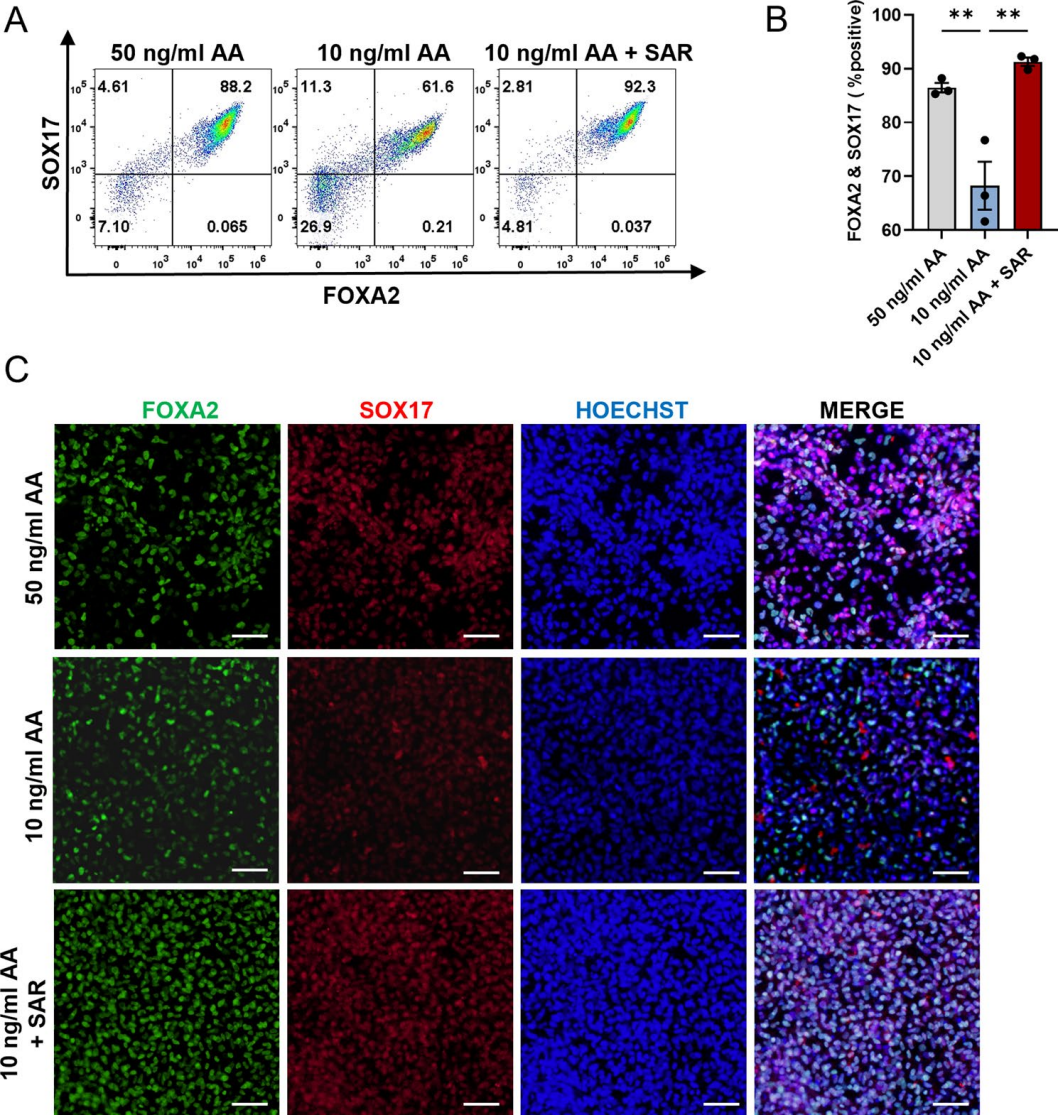
SAR reduces the requirement for AA in DE differentiation. Human ESC line H1 was differentiated into DE cells using three different conditions: 50 ng/ml AA, 10 ng/ml AA, or 10 ng/ml AA combined with 0.5 µM SAR. Three days after differentiation, cells were collected for flow cytometric analysis of FOXA2 and SOX17 (**A**). (**B**) Quantitative statistics of FOXA2^+^/SOX17^+^ cells corresponding to (A). Data are presented as mean ± SEM (*n* = 3). **p < 0.01. (**C**) Immunofluorescent staining examined FOXA2^+^ (green) and SOX17^+^ (red) cells treated with 50 ng/ml AA, 10 ng/ml AA, or 10 ng/ml AA combined with 0.5 µM SAR during differentiation. The nucleus was counterstained with Hoechst 33,342. Scale bars = 100 μm

**Fig. 8:**
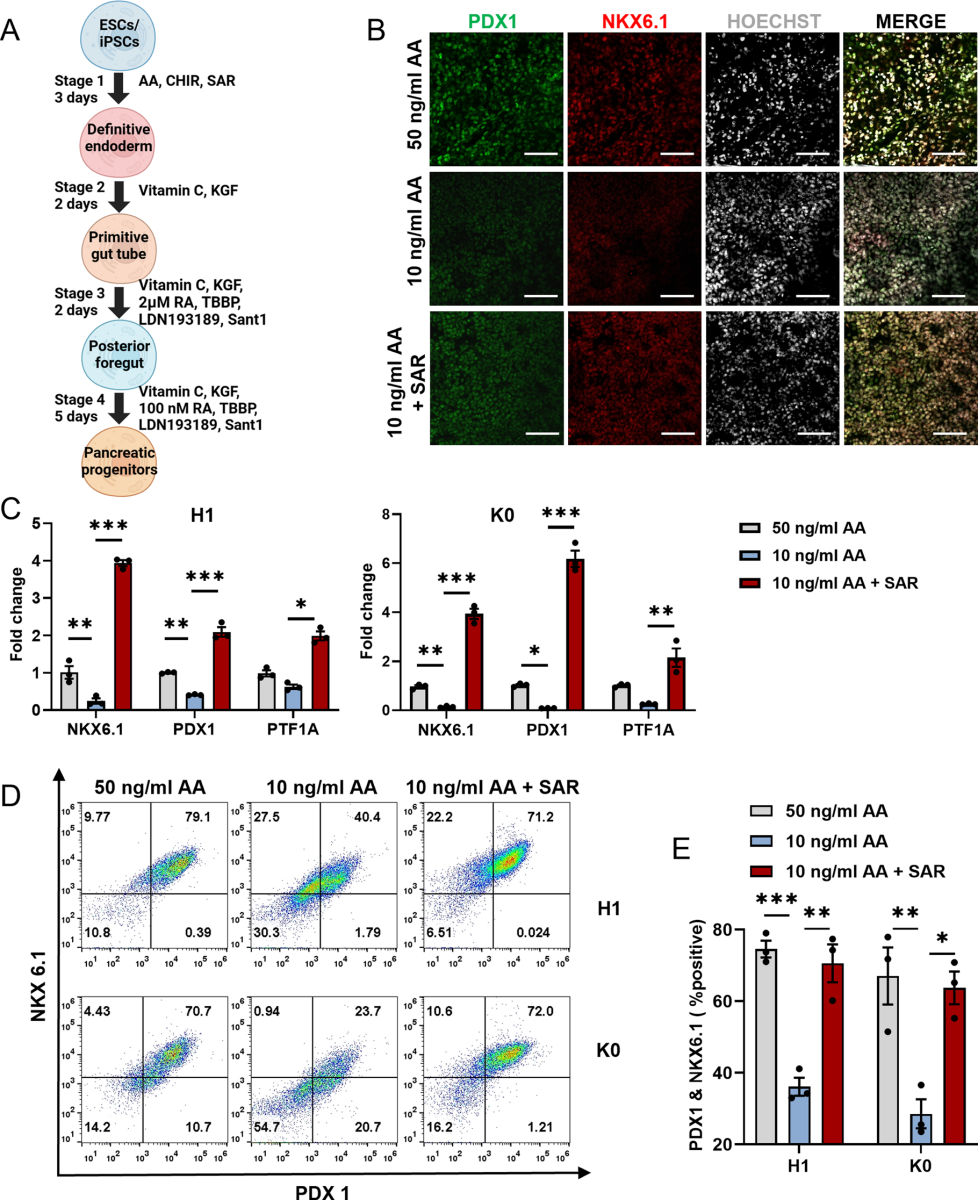
DE cells obtained from the AA-reduced differentiation protocol can further differentiate into pancreatic progenitor cells. (**A**) Schematic overview of pancreatic progenitor differentiation protocol for using SAR. (**B**) Human ESC line H1 was differentiated into DE cells using three different conditions: 50 ng/ml AA, 10 ng/ml AA, or 10 ng/ml AA combined with 0.5 µM SAR. Immunofluorescent staining was conducted to examine PDX1^+^ (green) and NKX6.1^+^ (red) cells derived from each condition during DE differentiation. The nucleus was counterstained with Hoechst 33,342. Scale bars = 100 μm. (**C**) QPCR analysis of NKX6.1, PDX1, and PTF1A expressions in pancreatic progenitor cells from human ESC line H1 and human iPSC line K0 derived from corresponding DE cells using three different conditions: 50 ng/ml AA, 10 ng/ml AA, or 10 ng/ml AA combined with 0.5 µM SAR. (**D**) Flow cytometric analysis of NKX6.1 and PDX1 in pancreatic progenitor cells differentiated from H1 and K0 cell. (**E**) Quantitative statistics of NKX6.1^+^/PDX1^+^ cells corresponding to (**D**). Data are presented as mean ± SEM (*n* = 3). *p < 0.05; **p < 0.01; ***p < 0.001

## Discussion

Ensuring and enhancing the efficiency of endodermal differentiation is an important step to further improve the quality of differentiated organoids. As a nonreceptor protein-tyrosine kinase, Src has been the subject of numerous studies over three decades, in part, because of its association with malignant transformation and oncogenesis [43]. SAR has been extensively studied and used for cancer treatment; however, there have been no studies regarding its application in the field of iPSC/ESC differentiation. In the present study, we found for the first time that the Src inhibitor SAR exerts off-target effects to deactivate FAK under low concentration conditions, thereby promoting endodermal differentiation.

Numerous studies have highlighted the pivotal role of FAK in early developmental processes. For example, Afrikanova et al. demonstrated that the selective inhibition of FAK activation induces early endocrine commitment, as evidenced by an upregulation in the expression of key transcription factors, such as NGN3, NEUROD1, and NKX2.2 [44]. A parallel investigation by Liu et al. demonstrated that 3D culture conditions play an important role in promoting endocrine commitment, which is consistent with some of our results. They demonstrated that this effect is mediated by the limitation of FAK-dependent activation of the SMAD2/3 pathway. Moreover, the functional maturation of insulin-producing cells was enhanced in 3D culture, a phenomenon attributed to the upregulation of Connexin 36 expression [45]. Previous studies provide compelling evidence supporting the notion that 3D culture hampers the activation of FAK, ultimately fostering commitment to the endocrine lineage [45]. These studies support the main findings of our study. Nonetheless, we did not explore the impact of SAR on intercellular communication in the present study, which represents an intriguing avenue for future studies. While current research on stem cell differentiation into organoids has primarily focused on phenotypic analyses, mechanistic studies remain less comprehensive. Acknowledging this gap, we advocate a paradigm shift toward identifying the underlying mechanisms through which various small molecule drugs promote differentiation. Current studies have examined the downstream effects of FAK during the differentiation process. Wrighton et al. revealed that extracellular signals modulate the autophosphorylation level at the intracellular FAK 397 site through integrin signaling, thereby regulating the activation of the AKT pathway to balance the differentiation and self-renewal of embryonic stem cells [46]. Human FAK contains several tyrosine residues that can be phosphorylated, including Tyr397, Tyr407, Tyr576, Tyr577, and Tyr925 [47]. Among these, Tyr397 is the most crucial phosphorylation site, the activation of which can initiate downstream signaling. Tyr576 and Tyr577 are located within the kinase domain of FAK and serve as enhancers for the kinase activity of FAK [48]. Phosphorylation of Y576/Y577 signifies full catalytical activity of FAK [49]. Phosphorylated Y925 is a docking site for the adaptor protein Grb2 [50], which links FAK signaling to the Ras/MAPK signaling pathway. However, phosphorylated Y925 seems to have no direct relationship with the tyrosine kinase activity of FAK. In summary, we believe that the phosphorylation status of the FAK Y397 site best represents the activation or inhibition of FAK kinase activity, while Y576/577 can serve as a supportive reference, and Y925 is not strongly associated with the kinase activity of FAK. Therefore, our focus is primarily on the phosphorylation status of the Y397 site. Incorporating these insights into our understanding of FAK-mediated pathways enhances the foundation for future studies aimed at manipulating stem cell fate with precision and efficacy.

YAP, a key player in the Hippo pathway, is pivotal in directing stem cell differentiation. In the present study, we revealed the role of direct modulation of FAK397 phosphorylation in modulating the nuclear localization of YAP, which in turn, affects the efficiency of endodermal differentiation. However, while our findings shed light on this regulatory mechanism, an understanding of the precise influence of YAP on endodermal differentiation mechanisms remains unclear. Further in-depth studies are warranted to unravel the intricate role of YAP in this process. With respect to the specific regulatory role of YAP in endodermal differentiation, our hypothesis revolves around its potential to suppress the pluripotency of ESCs. Qin et al. demonstrated that YAP overexpression drives a naive state in human PSCs and is indispensable for the efficient self-renewal of human naive PSCs [51]. The Hippo pathway governs organ size, regeneration, and cell growth by modulating the stability of transcription factors YAP1 and TAZ. Activation of the Hippo/MST kinase cascade results in the phosphorylation of YAP1/TAZ, leading to their degradation. In instances where Hippo kinase is inactive, YAP1/TAZ translocate to the nucleus, where they bind to TEAD family members 1–4 DNA-binding proteins and regulate transcription [52]. Moreover, findings from several research groups suggest that YAP1 impedes the differentiation of mesendoderm (ME) in hESCs by influencing the activity of the Nodal and WNT3 pathways [53, 54]. This evidence underscores the significant role of YAP1 in primitive gut formation, although further functional investigations are necessary to elucidate its precise involvement in this developmental process. Conchi Estarás et al. have discovered that the Hippo pathway regulator, YAP, cooperates with TEAD to modulate the binding of the negative elongation factor and suppress SMAD2,3 induction of ME genes. Consequently, the Wnt3a/β-catenin and Activin/SMAD2,3 pathways synergize to counteract YAP repression and amplify ME gene expression during the early differentiation of hESC [55]. Furthermore, numerous studies indicate that functional YAP plays a significant role in regulating the self-renewal of embryonic stem cells. Christoffer Tamm et al. demonstrate that YAP increases the activity of the Oct-3/4 and Nanog promoters, where Oct4 and Nanog serve as crucial pluripotency markers [56]. In addition to suppressing stem cell pluripotency, it is speculated that the promotion of DE differentiation upon nuclear YAP reduction may also be due to enhanced differentiation of the anterior primitive streak (APS), thereby facilitating endoderm differentiation. Originating from the APS, the endoderm is inhibited by YAP, as demonstrated by Hui-Ting Hsu and colleagues’ study. Brief exposure of hESCs to dasatinib, an effective YAP inhibitor, leads to differentiation into APS-derived endoderm and mesoderm in response to AA [54]. Consequently, there is still considerable research needed to delve into the precise mechanisms by which YAP influences DE differentiation.

In addition to YAP, SAR may have other potential mechanisms for promoting DE differentiation that have not been investigated in this study. For example, Akt was reported as a downstream target of FAK that involved in the regulation of DE differentiation [57]. McLean et al. [58]revealed that suppression of Akt is indispensable during AA-induced DE differentiation. Consistently, a recent study showed that inhibition of PI3K/Akt signaling improved the exit from pluripotency and DE differentiation [59]. Further investigation is warranted to comprehensively understand the intricate regulatory network orchestrated by SAR during DE differentiation.

During our flow cytometry analysis to validate the functionality of 0.5µM SAR, we observed a dim subpopulation for FOXA2 present in the double-positive quadrant. To the best of our knowledge, we believe this FOXA2^low^ population represents an early stage of DE differentiation. This population was also identified by previous study, but did not define the function of these cell [60]. We hypothesize that SAR not only enhanced the population of FOXA2/SOX17 double-positive cells but also increased the FOXA2 expression in the FOXA2^low^ population, resulting in an increase of total FOXA2^+^ population. To gain deeper insights into this phenomenon, we are considering employing single-cell RNA-sequencing to elucidate how these FOXA2^low^ cells were regulated by SAR.

## Conclusion

In conclusion, our present study demonstrated that low concentrations of SAR promote DE differentiation by inhibiting the FAK/YAP axis. This mechanism holds promise for optimizing DE differentiation protocols and potentially reducing the requirement for AA. Our findings highlight the significance of FAK in developmental biology and regenerative medicine, shedding new light on the intricate mechanisms underlying cell fate determination.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

**Supplementary Material 1:** Supplementary Table 1

**Supplementary Material 2:** Supplementary Table 2

**Supplementary Material 3:** Supplementary Figure 1

**Supplementary Material 4:** Supplementary Figure 2

**Supplementary Material 5:** Supplementary Figure 3

**Supplementary Material 6:** Supplementary Figure 4

**Supplementary Material 7:** Supplementary Figure 5

**Supplementary Material 8:** Supplementary Figure 6

## Data Availability

The RNA-seq data were deposited in the GEO DataSets under submission number GSE251992. All presented data in this study are available from the corresponding author upon reasonable request.

## Abbreviations

DE: Definitive endoderm
SAR: Saracatinib
FAK: Focal adhesion kinase
YAP: Yes-associated protein
PSCs: Pluripotent stem cells
ESCs: Embryonic stem cells
iPSCs: induced pluripotent stem cells
AA: Activin A
TEAD: TEA domain transcription factor
RNA-seq: RNA sequencing
PCA: Principal component analysis
GO: Gene ontology
MD: Molecular dynamics
RMSD: Root mean square deviation
RMSF: Root mean square fluctuation
Rg: Radius of gyration
SASA: Solvent accessible surface area
MOI: Multiplicity of infection
VP: Verteporfin
ME: Mesendoderm
NELF: Negative Elongation Factor
APS: Anterior Primitive Streak

How the deposited data were processed for this re-analysis (not part of the article)

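RNA-seq was analysed for 3 control samples and 3 samples with 0.5 µM SAR, taken on day 3 of the DE differentiation of H1 cells. Conditions and replicate numbers were taken from the sample labels and the paper, and each column of the deposited table matched 1 sample by name.

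The authors selected mRNA, sequenced paired-end reads, counted them per gene and deposited FPKM for 40396 Ensembl gene IDs, 1 column per library and without pooling. The paper's methods state that the authors tested differential expression with DESeq2, and its Supplementary Table 2 gives read counts for the genes it calls. The paper's text and supplements were searched for the aligner, counting program, genome build and annotation release, and name none. FPKM carry no scaling between libraries beyond each library's total, and depend on the gene length used.

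Because FPKM are not counts, the test was limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend) on log2(FPKM + 0.1), for the 16371 genes with a mean of at least 0.5 FPKM over the 6 libraries, with Benjamini-Hochberg adjustment and without a replicate block. Genes were called at an adjusted p-value under 0.05 and an absolute log2 fold change above 1. Fold changes are on the log2(FPKM + 0.1) scale, which understates the change of low genes. The summaries used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and the plots matplotlib 3.10.9.

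Read counts behind the FPKM were recovered from the smallest whole-number counts that give each gene's FPKM ratios, with the ratios between library totals taken from Supplementary Table 2 and their size from GENCODE 29 exon lengths. Of the 40396 genes, 99.5% received a whole-number length. For the genes in GENCODE 29 this length equalled its exon union in 58.2%, so the authors' annotation or count of exons differed from it for the others, and positions and exon overlaps given here are those of GENCODE 29. The totals were between 18877964 and 24419937 reads in control and between 16681280 and 18389543 with SAR. The recovered counts served to give the depth behind a value, lower limits of folds (floor of 3 reads), a test with voom and checks of depth. They cover counting error only.

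Gene symbols came from a table of gene IDs, in which 30235 of the 40396 IDs have a symbol. Gene types, positions and exon overlaps came from GENCODE 29 on GRCh38, which holds 39023 of the IDs. The strand setting of the authors' counting is not stated, so overlapping and antisense genes are given as a limit.

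Before the data were examined, 10 gene lists were written by hand: focal adhesion, ECM-receptor interaction, TGF-beta signaling, YAP-TEAD targets, SRF-MRTF targets, ERK-responsive genes, definitive endoderm markers, pluripotency markers, mesoderm markers and motile cilia genes. They were written after the paper and the beginning of its Supplementary Table 2 had been read. The first 3 were tested among downregulated genes with one-sided Fisher's exact tests, adjusted over the 3 lists, and developmental gene families among all called genes, with the 14873 tested genes that have a symbol as the background. Which gene IDs count as having a symbol was settled after the values had been seen, and the other choice is among the alternatives. All 10 lists were tested with camera (correlation 0.01 between genes), with fry and with camera's estimated correlation. Lists of activin and nodal responsive genes, of node and notochord genes and of neural ectoderm genes were added after the results had been seen.

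Genes were named by a rule set at the same time as the lists: genes that the paper names in its text or in Fig. 2B or 2C, its kinases, YAP1 and WWTR1 and its markers, the 5 called genes with the largest and the 5 with the most negative log2 fold change among those with a mean of at least 1 FPKM and no overlap between the groups, and up to 5 members of each list past its test. Others are said to have been named after their values were seen. A gene that this rule names is not reported here.

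The test was checked on simulated data. Of 200 genes with a known change among 15651 tested, 199 (99.5%) were called in the right direction, 5 unchanged genes were called, and the slope of fitted on true log2 fold changes was 0.969. The 1 shifted list was found and 0 of 9 other lists were. The changed genes and the lists were drawn from genes with many reads, and the true changes lay well past the fold change threshold. The spread between replicates was capped, and genes varied independently of each other. The check therefore does not cover changes of genes with few reads, changes near the threshold or lists whose genes vary together.

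The alternatives, set with the lists as well except where they are said to be added, were pseudocounts of 1 and 0.01, no filter or a minimum mean of 1 FPKM, median-ratio rescaling, quantile normalization, no intensity trend, a replicate block, protein-coding genes only, no minimum fold change, and each library left out in turn. With protein-coding genes only, each library was also rescaled to its FPKM total over these genes. That alternative therefore changes the scaling as well as the set of genes. Western blots, flow cytometry, qPCR and docking were not analysed here, and neither were KEGG and Gene Ontology annotation.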

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

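The tests of GC content, gene length, scaling, depth and other groupings of the libraries were chosen after the result for this list was seen.

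Motile cilia genes, which the paper does not discuss, were higher with SAR as a list. Their median log2 fold change was 0.925 over 54 tested genes, against 0.12 for all tested genes, with an adjusted p-value of 1.98e-08 by camera over 10 lists and 0.00322 by fry. Of the 54 genes, 52 were higher and 23 were called upregulated, also when adjusted over the list alone. The list's median relative to the control mean was 0.93, 0.79 and 0.87 in SAR replicates 1, 2 and 3 and 0.16, -0.06 and -0.09 in the control libraries. The members with the smallest adjusted p-values were SPAG16 (1.01), CAPSL (2.94), TPPP3 (2.64), DRC1 (2.88) and SPAG6 (1.99). The levels were low, with a median of 0.768 FPKM in control and 1.63 with SAR, and 22 of the 54 genes had at least 1 FPKM in control. SPAG16 lost its call under several alternatives, at 0.89 after median-ratio rescaling. FOXJ1 is not in the list, and 19 of the 54 genes are in the paper's Supplementary Table 2.

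Several technical explanations were argued against by the values. After removal of each library's trends on GC content and gene length the median of the list was 0.711. With every library thinned to the smallest total it was 0.928, and both were past the camera test. Median-ratio rescaling gives every gene of a library the same factor. It could therefore hardly change a test of the list against the other genes. It brought the median of the list to 0.81, past its test as well, and that of all tested genes from 0.12 to 0.00. Over the alternatives the median of the list of motile cilia genes lay between 0.488, with a pseudocount of 1, which shrinks the changes of low genes, and 1.01, with a pseudocount of 0.01. Genes at low FPKM can be raised by background reads, but the library with most background was control replicate 1, on the other side of the comparison. Of the 10 ways to part the 6 libraries into 3 and 3, 1, the real one, gave a camera p-value as small, which is the smallest share that 10 splits allow. The others mix both conditions in each group, so they do not show what chance alone would give. The smallest unadjusted camera p-value of another split was 1.15e-06, against 1.98e-09 in the real one. With the correlation between genes estimated from the data (0.222), camera's adjusted p-value was 0.592, so the strength of the evidence depends on how far these genes vary together within a condition.

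A hypothesis is that the higher FOXJ1 RNA comes with a motile cilia program, since a list fixed without FOXJ1 rose with it (adjusted p = 0.00322 by fry). Whether this reflects more cells of another kind, such as ciliated cells of the embryonic node, or a change within the DE cells may not be read from RNA of whole cultures, and the motile cilia themselves were not measured.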

How the results depend on the processing

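Voom on recovered reads and the background of all tested genes were chosen after seeing the data. A planned voom test needed gene lengths in the deposited table, which it does not give, so it was not run as planned and the lengths were recovered instead.

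Of 59 named genes with a fit, 48 kept their direction and call under each alternative that tested them, and 11 did not: over these and their alternatives there were 16 losses of a call, 3 gains and 2 changes of sign. YAP1, at 0.05, was at -0.069 after median-ratio rescaling, which moves the median of all tested genes by as much (0.12 to 0.00). WWTR1, at -0.03, was from -0.099 to 0.054 (without control replicate 1) across the 6 fits that each left out 1 library, and the cause was not tested.

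The number of upregulated genes (559) was 369 with a minimum mean of 1 FPKM, where fewer genes were tested, 335 with protein-coding genes only, 365 after quantile normalization, 169 with a pseudocount of 1, and 3885 without a minimum fold change. The number of downregulated genes (259) was 131, 141 and 1563 with protein-coding genes only, a pseudocount of 1 and no minimum fold change. Leaving out 1 library gave 440 to 722 upregulated and 215 to 338 downregulated genes, and voom gave 690 for genes higher with SAR and 296 for genes lower with SAR. The count of upregulated FOX genes (6) was 3 with a minimum mean of 1 FPKM and 11 without a minimum fold change. It was 4 to 6 under the other alternatives, with 4 after median-ratio rescaling, after quantile normalization, with a pseudocount of 1 and without SAR replicate 1 or 2. FOXQ1, just under the minimum mean, was tested in 6 of the alternatives and called lower in all 6.

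The share of variance on principal component 1 (51.7%) was 61.56% with a minimum mean of 1 FPKM, 32.2% with no filter, 75.2% with protein-coding genes only, 41.94% with a pseudocount of 0.01 and 63.2% with a pseudocount of 1. The cause was not tested. Leaving out 1 library gave 50.8% to 57.8%, the last without SAR replicate 3.

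The odds ratio of focal adhesion genes among downregulated genes stayed above 1 in every fit, and passed its test after median-ratio rescaling (2.56), with protein-coding genes only (3.21), without a minimum fold change (3.02) and without control replicate 2 (2.92). Leaving out 1 library gave 1.5 to 2.92, the lowest without SAR replicate 2, and 1.54 without SAR replicate 1 or 3. With all tested genes as the background it was 2.04 (adjusted p = 0.108 from Fisher's exact test); this background, which counts gene IDs in place of symbols, was the one computed first. The odds ratio of developmental families stayed past its test in every fit.

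Of the 4 lists that camera called (motile cilia, YAP-TEAD targets, SRF-MRTF targets and focal adhesion), fry called only motile cilia, and 0 were called with an estimated correlation. Fry also called mesoderm markers, which camera did not call. The adjusted p-value by fry was 0.0961 for YAP-TEAD targets (median -0.31), 0.13 for SRF-MRTF targets (-0.19) and 0.979 for focal adhesion (-0.034, direction up). With an estimated correlation it was 0.592 for YAP-TEAD targets and motile cilia (0.93) and 0.609 for the others. The list of focal adhesion genes also lost its call with no filter (-0.059) and after quantile normalization (-0.085). After median-ratio rescaling fry gave adjusted p-values of 0.0326 for focal adhesion, 0.0134 for TGF-beta signaling and 0.0106 for YAP-TEAD targets, SRF-MRTF targets and ERK-responsive genes, all lower.

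Lists not past the camera test changed direction in some fits. These were definitive endoderm markers after median-ratio rescaling (median 0.042), with no filter (0.022), after quantile normalization (0.061) and by fry (0.164); pluripotency markers with no filter (0.203), after quantile normalization (0.066), by fry (0.203) and without SAR replicate 1 or control replicate 1, in a range of 0.111 (without control replicate 2) to 0.299 (without control replicate 1) with 1 library left out; TGF-beta signaling with no filter (0.021) and by fry (0.019); and ECM-receptor interaction by fry (0.078). Fry tests a list against 0 and camera against the other genes, whose median is 0.12, so a list median between the 2 can go up by fry and down by camera. Without control replicate 2 the median of the definitive endoderm markers was 0.09. The cause of the other changes was not tested.

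The replicate numbers gave no sign of pairing the libraries. The deviations from the group means correlated at 0.073, 0.003 and 0.025 between control and SAR libraries of the same number. For libraries of different numbers the correlations lay between -0.083 and 0.067. Weak correlations cannot rule out that samples of the same number were handled together, which is not stated. With a replicate block the calls were 546 upregulated and 274 downregulated, and the share of variance on principal component 1 was 68.1%. That share was taken after the replicate effects were removed, which lowers the variance within the groups and so raises it.

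Depth limits the genes with few reads. FOXB1 rests on 7 to 16 reads per control library, and its log2 fold change of 2.83 was 1.19 with a pseudocount of 1.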

Differences from the paper's values

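The figure counts about 10 focal adhesion and about 6 ECM-receptor interaction genes among the downregulated genes (Fig. 2D, read by eye), and here 5 and 3 members of the hand-compiled lists were downregulated. After median-ratio rescaling the counts were 7 and 5, within 1.5 times the paper's, and for ECM-receptor interaction quantile normalization (4) and leaving out control replicate 2 (4) also came within it; no other alternative set before the data were examined did. The 366 genes that the paper calls downregulated in Supplementary Table 2 hold 10 focal adhesion and 6 ECM-receptor interaction members of these lists.

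For the genes below, the log2 fold change differed from that of the paper's Supplementary Table 2 by more than the SD between replicates. All of them had the same sign. Both sets of values come from the same 6 libraries, so this SD only marks which gaps are listed. A gap counts as closed where it came within the SD, which a small shift can do. For IER3 it closed with a pseudocount of 0.01 on a move from -1.871 to -1.874. Over the 640 genes compared the median difference was 0.109, and -0.008 after median-ratio rescaling. For FOXA2 (1.44 here, the paper's 1.30), MFAP4 (-1.67, the paper's -1.81), SALL1 (1.58, the paper's 1.44) and SERPINB9 (-1.64, the paper's -1.78), median-ratio rescaling closed the gap and no other alternative set before the data were examined did. Median-ratio rescaling and quantile normalization closed it for COL9A2 (-0.91, the paper's -1.06), MYOF (-0.87, the paper's -1.05) and RNF125 (-1.82, the paper's -1.98), and median-ratio rescaling and a pseudocount of 1 for PRSS2 (1.80, the paper's 1.67). For ADAM19 (-2.12, the paper's -2.28), median-ratio rescaling, protein-coding genes only and leaving out control replicate 1 closed it. The same 3 and leaving out SAR replicate 3 did for B3GNT2 (-1.70, the paper's -1.84), and the same 3 and quantile normalization for COL5A2 (-2.25, the paper's -2.41).

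Median-ratio rescaling, protein-coding genes only and quantile normalization closed the gap for LEFTY1 (-2.04, the paper's -2.18), as did leaving out SAR replicate 3 or control replicate 2. They also did for IER3 (-1.87, the paper's -2.01), with a pseudocount of 0.01 and leaving out SAR replicate 1, SAR replicate 2 or control replicate 3, and for SHISA2 (1.67, the paper's 1.54), with a pseudocount of 1 and leaving out SAR replicate 1, control replicate 1 or control replicate 2. For FOXP1 (1.04, the paper's 1.12), leaving out SAR replicate 3 or control replicate 1 did.

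A pseudocount of 0.01 alone closed the gap for CAPSL (2.94, the paper's 3.35), FOXB1 (2.83, the paper's 3.39) and NPTX1 (4.17, the paper's 5.64). None of the alternatives set before the data were examined closed it for IKZF2 (2.44, the paper's 2.60), OLIG3 (4.71, the paper's 6.11) and SMAD6 (-2.07, the paper's -2.30). Voom on recovered reads, chosen after seeing the values, came within the SD for CAPSL (3.37), FOXB1 (3.53) and IER3 (-1.88), and not for the other genes given here.

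The paper reports focal adhesion as enriched among downregulated genes, and here the odds ratio of 2.55 had an adjusted p-value of 0.0534 (Fisher's exact test). The odds ratio of focal adhesion genes among genes lower with SAR passed the threshold after median-ratio rescaling (0.0249), with protein-coding genes only (0.024), without control replicate 2 (0.0335) and without a minimum fold change (2.58e-07). Fig. 2C shows FOXQ1 as differentially expressed. It was not tested here because its mean was 0.4975 FPKM. It was called lower in each of the 6 alternatives that tested it, with log2 fold changes of -1.74 (adjusted p = 0.0265 from limma) with no filter on low values, -1.83 (0.013) after median-ratio rescaling, -1.78 (0.00146) with protein-coding genes only, and -1.77 (0.0349), -2.00 (0.0202) and -1.45 (0.0193) without SAR replicates 1, 2 and 3 in turn. FOXD3, which is not in Fig. 2C, was called here at 1.41.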

Other observations

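Apart from the tests of the 10 lists, the tests below were chosen after a result had been seen. Among those, the outcome of median-ratio rescaling on the share of upregulated genes, the share after removal of trends on GC content and gene length, the counts of called genes in other splits and the splits for focal adhesion and SRF-MRTF targets were known when the test was chosen.

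Of the 10 ways to part the 6 libraries into 3 and 3, 1, the real one, gave as many as 818 differentially expressed genes, and the 9 others gave 0. An unadjusted p-value under 0.05 was found for 7551 genes in the real split and for at most 1040 genes in the others. Each of the others puts libraries of both conditions in each group, so a difference between the conditions widens the spread within them. Few calls were therefore likely there, and these splits do not show what chance alone would give. With 10 splits the share cannot go below 0.1.

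More genes were upregulated than downregulated with SAR (68.3% of those called). Deeper sequencing of the control libraries is argued against, since the share was 67.6% with every library thinned to the smallest total. Abundant genes taking reads from the rest are too, since the median log2 fold change was still 0.114 without the 100 most abundant genes in the totals. Scaling to each library's total and a bias of GC content or gene length stay open. Median-ratio rescaling gave 52.2%, removal of each library's trends on GC content and gene length gave 51.5%, and protein-coding genes only gave 71.9%. The first sets the median gene to 0 and the next centres each group of genes of similar GC content or length, both by construction, so a true rise of many genes cannot be told apart from either without a spike-in.

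Control replicate 1 listed 33169 genes above 0 FPKM. With every library thinned to the smallest total it still listed 31957, against 28464 to 29798 in the other 5, so depth alone does not account for it. Of 386 olfactory receptor genes, 384 were above 0 in it and 47 to 57 in the others, with 159 reads on these genes for every 1e6 reads against 17.5 to 20.4. Genes above 0 in that library alone numbered 2619, against 684 to 801 in each of the others. The 10 of them with most reads held 5.9% of their reads, which argues against another cell type with its abundant transcripts. Of the genes above 0 in control replicate 1 alone, 49.4% of those with a known type were protein-coding. For the other libraries this share was 2.4% to 4.9%. Reads spread over the genome, for example from DNA in the RNA sample, are a candidate explanation. Whether such reads would fall so much on protein-coding genes was not tested, so this stays open. The median olfactory receptor gene stood at 0.193 FPKM in control replicate 1, which may raise the control level of genes near that value. Without this library there were 722 upregulated genes in place of 559. The control libraries share the same condition, so no difference in condition was tested.

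The paper follows YAP protein and its place in the cell. In these RNA libraries PTK2, which encodes FAK, had a log2 fold change of -0.12 (adjusted p = 0.128 from limma), SRC -0.15 (0.0663), YAP1 0.05 (0.52, and -0.07 after median-ratio rescaling) and WWTR1 -0.03 (0.814). YAP-TEAD target genes had a median of -0.31 over 21 genes, 16 of them lower, and 0 were called. The camera test gave an adjusted p-value of 0.000704. The median was -0.473 after removal of trends on GC content and gene length, which argues against such a bias. It was -0.433 after median-ratio rescaling, which moved the median of all tested genes by as much (0.12 to 0.00). That rescaling is therefore no test of this list against the other genes. A lower activity of YAP, as a hypothesis, stays open, because 3 of the 10 splits of the 6 libraries gave a camera p-value as small, and the list's median relative to the control mean was -0.41, -0.33 and -0.06 in SAR replicates 1, 2 and 3. The outcome of fry depended on the scaling, with an adjusted p-value of 0.0961 as deposited and 0.0106 after median-ratio rescaling. The members with the smallest adjusted p-values went both ways, with MYOF (-0.87), GADD45B (-0.68) and AMOTL1 (-0.66) lower and AJUBA (0.51) and FJX1 (0.88) higher. SRF-MRTF targets had a median of -0.19, with an adjusted p-value of 0.00123 by camera and 0.13 by fry (0.0106 after median-ratio rescaling), with a camera p-value as small in 4 of the 10 splits, and TPM4 (-0.35), ACTN1 (-0.37), MYH9 (-0.40), VCL (-0.65) and VIL1 (0.86) had the smallest adjusted p-values. The focal adhesion list, too, had a camera p-value as small in 4 of the 10 splits. Of the 19 SRF-MRTF genes 7 are in another list, and 44.0% of VIL1's exon bases lie opposite to USP37.

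Markers of DE went both ways. Of 22, 7 were upregulated and 4 were downregulated, which were GSC (-1.48), EOMES (-1.36), CER1 (-1.28) and GATA4 (-1.05), named after their values were seen. Of 17 pluripotency markers, NANOG (-1.30) and GDF3 (-1.29) were downregulated while SOX2 (0.88, adjusted p = 0.0153 from limma) and SALL4 (0.48, 0.00263) were higher, all 4 named after their values were seen. Fewer undifferentiated cells with SAR, as a hypothesis, cannot be told from this list, whose members go both ways (camera adjusted p = 0.876). The mesoderm list gave no sign of fewer mesoderm-like cells, since it was higher by fry (adjusted p = 0.00464, and 0.0106 after median-ratio rescaling), though not by camera (0.635). Its members go both ways too, so the mesoderm list cannot rule fewer such cells out. Its median was 0.21 over 12 genes, 8 of them higher. TBXT rose by 1.69 and TBX3 by 1.42 on the log2 scale, both named after their values were seen, and 4 of the 12 genes are in another list. ERK-responsive genes had a median of 0.03 over 25 genes (adjusted p = 0.077 by camera and 0.102 by fry). After median-ratio rescaling it was -0.091, lower by fry (0.0106) and not by camera (0.13), and after removal of trends on GC content and gene length it was -0.156, lower by camera (0.0388), so whether this list is lower depends on the scaling.

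Because several genes that respond to activin or nodal were lower, a list of 11 such genes was tested, 2 of them in another list. It was lower with SAR, with a median of -0.44, by limma's camera (adjusted p = 4e-06 over 3 added lists) and by limma's fry (adjusted p = 0.00265). No other split of the 6 libraries gave a camera p-value as small (1 of 10, the real one), but 3 others came to 2.02e-06, 2.05e-06 and 9.42e-06, against 1.33e-06 in the real one, all before adjustment, so camera hardly sets the real split apart. The list's median was -0.42, -0.50 and -0.40 in SAR replicates 1, 2 and 3 relative to the control mean. MIXL1 (-1.35) and PMEPA1 (-1.41) fell most, LEFTY2 (-0.10) and OTX2 (-0.14) were little changed, and DKK1 rose by 1.79. Weaker activin and nodal signaling by day 3 with SAR is a hypothesis (fry adjusted p = 0.00265). A faster passage through the early stage in which such genes peak would lower them too, and a single day may not tell these apart. The list was chosen after related genes had been seen, and 3 of its genes are in Supplementary Table 2.

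Node and notochord genes had a median of 0.82 over 9 genes and neural ectoderm genes a median of 0.40 over 10 genes. Both had an adjusted p-value of 0.281 by camera, and by fry the adjusted p-values were 0.0015 and 0.00296. A camera p-value as small was found in 1 of the 10 splits for the first list and in 4 of the 10 for the second. More node-like, notochord-like or neural-ectoderm-like cells cannot be told apart from a change within the DE cells. The most abundant genes did not rise alike: NODAL was at -0.53 and ZIC2 at -0.39, while CHRD was at 2.60, TBXT at 1.69 and SIX3 at 1.51. Of the 9 node and notochord genes 5 are in another list.

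Genes under 200 bases made up 36 of the 259 downregulated genes (13.9%) and 28 of the 559 upregulated genes. FPKM of such genes rest on few reads, with a median of 5.33 reads per library over the 36, and oligo(dT) selection of mRNA is not made to keep them. Why more of them were lower than higher was not tested.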
